# The TGFβ/Notch axis facilitates Müller cell-to-epithelial transition to ultimately form a chronic glial scar

**DOI:** 10.1186/s13024-021-00482-z

**Published:** 2021-09-30

**Authors:** Federica Maria Conedera, Ana Maria Quintela Pousa, Nadia Mercader, Markus Tschopp, Volker Enzmann

**Keywords:** Laser injury, Müller cells, Notch pathway, Retinal degeneration, Retinal regeneration, Smad3, TGFβ signaling, Vertebrates

## Abstract

**Background:**

Contrasting with zebrafish, retinal regeneration from Müller cells (MCs) is largely limited in mammals, where they undergo reactive gliosis that consist of a hypertrophic response and ultimately results in vision loss. Transforming growth factor β (TGFβ) is essential for wound healing, including both scar formation and regeneration. However, targeting TGFβ may affect other physiological mechanisms, owing its pleiotropic nature. The regulation of various cellular activities by TGFβ relies on its interaction with other pathways including Notch. Here, we explore the interplay of TGFβ with Notch and how this regulates MC response to injury in zebrafish and mice. Furthermore, we aimed to characterize potential similarities between murine and human MCs during chronic reactive gliosis.

**Methods:**

Focal damage to photoreceptors was induced with a 532 nm diode laser in TgBAC (gfap:gfap-GFP) zebrafish (ZF) and B6-Tg (Rlbp1-GFP) mice. Transcriptomics, immunofluorescence, and flow cytometry were employed for a comparative analysis of MC response to laser-induced injury between ZF and mouse. The laser-induced injury was paired with pharmacological treatments to inhibit either Notch (DAPT) or TGFβ (Pirfenidone) or TGFβ/Notch interplay (SIS3). To determine if the murine laser-induced injury model translates to the human system, we compared the ensuing MC response to human donors with early retinal degeneration.

**Results:**

Investigations into injury-induced changes in murine MCs revealed TGFβ/Notch interplay during reactive gliosis. We found that TGFβ1/2 and Notch1/2 interact via Smad3 to reprogram murine MCs towards an epithelial lineage and ultimately to form a glial scar. Similar to what we observed in mice, we confirmed the epithelial phenotype of human Müller cells during gliotic response.

**Conclusion:**

The study indicates a pivotal role for TGFβ/Notch interplay in tuning MC stemness during injury response and provides novel insights into the remodeling mechanism during retinal degenerative diseases.

**Graphical abstract:**

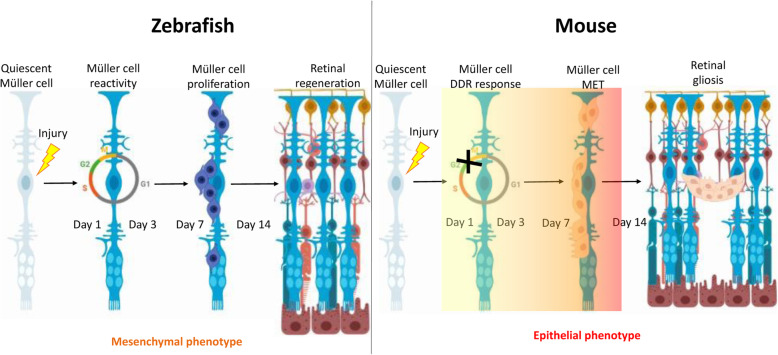

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-021-00482-z.

## Background

Müller cells (MCs), major neuroglial cell type of the retina, behave as progenitor/stem cells upon injury in some vertebrates, but not in mammals [1]. Damage to zebrafish retina induces MC de-differentiation, proliferation, and generation of progenitors, which migrate to the damaged layer to restore it [2]. Contrariwise, mammalian MCs undergo reactive gliosis, a common feature of many retinal neurodegenerations. Reactive gliosis consists of the activation, proliferation and hypertrophic response of MCs following any injury/disease [3]. Initially, reactive gliosis protects retinal tissue from further damage. However, chronic reactive gliosis leads to the release of cytokines and mitogens implicated in various aspects of glial reactivity and scar formation, ultimately resulting in vision loss [4]. The complex molecular machinery that promotes retinal regeneration in teleost and glial scar formation in mammals is unknown [5]. Cross-species comparison between animal models with fully regenerative capacity and models with minimal/absent regenerative capacity can be beneficial to determine the molecular barrier of retinal regeneration in mammals. Recently, we showed that activation of either canonical or non-canonical TGFβ pathway is associated with dissimilar MC injury response in zebrafish and mice [6]. Each TGFβ isoform exerts a different effect on retinal tissue repair, which implies the pleiotropic nature of TGFβ action.

Accumulating evidence demonstrates that the regulation of various cellular activities by TGFβ relies on its interaction with other pathways [7]. Essential for tissue repair mechanisms in diverse organs and tissues (e.g., kidney, liver, and heart) is also the Notch pathway [8, 9]. Furthermore, many physiological as well as pathological processes that are regulated by Notch are also controlled by TGFβ, thus setting the stage for frequently occurring cross talk between the two pathways [10]. Here, we investigated TGFβ/Notch interplay during reactive gliosis and how they cooperatively regulate MC reactivity to injury in zebrafish and mice. Furthermore, we aimed to characterize and identify potential similarities between murine and human MCs during chronic reactive gliosis. Our findings illustrate the involvement of TGFβ/Notch interplay, via p-Smad3, during reactive gliosis, and how their combined action governs MC repair mechanism. Modulating these interactions may be a useful strategy to slow the progression of reactive gliosis in mammalian retina.

## Methods

### Animals

Adult TgBAC (gfap:gfap-GFP) zebrafish (> 6 month of age; AB strain; European Zebrafish Resource Center, Karlsruhe, Germany) have been used in this study [11]. They were kept under standard conditions in tank water and raised in a 14/10 h light/dark cycle. All new generations were monitored for GFP using a stereoscopic microscope [12]. Female and male B6-Tg (Rlbp1-GFP) mice (4–8 weeks old, originally provided by Prof. Dr. Christian Grimm) were kept in standard conditions with a 12-light/12-h dark cycle with food and water available ad libitum. Genotyping of Rlbp1-GFP mice was performed as previously described [6]. All animal experiments were approved by the local Animal Ethics Committee of the Canton Bern (Switzerland; BE34/19 and BE33/18) and conform to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research.

### Human donor eyes

Retinal tissue from eight human donors (70–90-year-old) was used.

### Retinal laser focal injury

For both animal models, laser focal injury was induced as previously described [13]. Briefly, zebrafish were anesthetized with 0.16 mg/ml ethyl 3-aminobenzoate methanesulfonate salt (Tricaine; Sigma-Aldrich, Buchs, Switzerland) dissolved in tank water. A 532 nm diode laser (Visulas 532 s, Carl Zeiss Meditec AG, Oberkochen, Germany) was used to create lesions at the region of the posterior pole around the optic nerve. Four laser burns were applied to both eyes and the surrounding intact tissue was used as a negative control. For the RNAseq analysis, 20 laser burns were created. Each burn was produced with 70 mW of power for 100 ms and aimed to have a diameter of 50 μm. Mice were anesthetized by injecting subcutaneously 45 mg/kg ketamine (Ketalar 50 mg/ml; Orion Pharma AG, Zug, Zurich, Switzerland) and 0.75 mg/kg medetomidine hydrochloride (Domitor, 1 mg/ml; Orion Pharma AG). The same diode laser was used to create six lesions on the both eyes. For the RNAseq analysis, 50 laser burns were created in both eyes. Each burn was produced with 120 mW of power for 60 ms and aimed to be 100 μm in diameter.

### Spectral domain-optical coherence tomography (SD-OCT) and quantification

In vivo imaging of the murine retina was performed as previously described [6]. After anesthesia, pupils were dilated with a drop of tropicamide 0.5% phenylephrine 2.5% (ISPI, Bern, Switzerland), and methylcellulose (Methocel® 2%; OmniVision AG, Neuhausen, Switzerland) applied to each eye during imaging to keep them hydrated. Standard confocal laser scanning ophthalmoscope (Spectralis HRA + OCT; Heidelberg Engineering GmbH, Heidelberg, Germany) was used to image the murine retina [14]. SD-OCT was performed in both eyes using a 55° lens at a high resolution of 1008 × 596 pixels in grid mode. After imaging, 2.5 mg/kg atipamezole (Antisedan 5 mg/ml; Provet AG, Lyssach, Switzerland) was used to reverse the anesthesia. The area of each lesion was measured by using the Heidelberg Eye Explorer software (Heidelberg Engineering GmbH).

### Pharmacological cell-cycle arrest in zebrafish

Male and female zebrafish were randomly selected to be treated with palbociclib (PD0332991; Selleck Chemicals, Houston, TX, USA), a selective inhibitor of cyclin-dependent kinase (CDK) 4/6. The final concentration of 2 μM in tank water was based on a previous report [15]. Zebrafish were immersed at different timepoints (Day 4, 5 and 6) after injury induction and euthanized after 24 h (Day 5, 6 and 7, respectively). Injection paradigms are included in Figure S3. The negative control group was kept in tank water. Animals showing behavioral and/or morphological changes during treatment were excluded from the study.

### Pharmacological treatment in mice

Both male and female Rlbp1-GFP mice were randomly divided into three groups. The first group was treated with a γ-secretase inhibitor, (2S)-N-[(3,5-Difluorophenyl) acetyl]-L-alanyl-2-phenyl] glycine 1,1-dimethylethyl ester (DAPT; Tocris, Zug, Switzerland). DAPT powder was dissolved in dimethyl sulfoxide (DMSO; Sigma-Aldrich) and injected intraperitoneally (8 mg/kg body weight) either at 3 h before injury, at day 2, or at day 6 after injury. One day after injection, mice were euthanized (Day 1, 3 and 7, respectively) [16]. The second and the third group were treated with either 5-methyl-1-phenylpyridin-2-one (Pirfenidone; Selleckchem, Houston, TX, USA), which decreases the expression of TGFβ1/2/3 [17], or (*E*)-1-(6,7-dimethoxy-3,4-dihydro-1*H*-isoquinolin-2-yl)-3-(1-methyl-2-phenylpyrrolo [2,3-b]pyridin-3-yl)prop-2-en-1-one (SIS3; Selleckchem), a novel specific inhibitor of p-Smad3. Pirfenidone and SIS3 solutions were prepared according to previous studies [18], both drugs were dissolved in PBS containing 2% DMSO. Solutions were sonicated at 45 °C until transparent. Then 30% of polyethylene glycol (PEG)-300 (Med Lab Supply, Miami, FL, USA) was added to both. Furthermore, we added 2% Tween80 (Sigma-Aldrich) to the SIS3 solution only. Both mixtures were diluted with double distilled water (ddH2O) to 100 ml (5 mg/ml). Intraperitoneal injection dose was 50 mg/kg for pirferidone and 2.5 mg/kg for SIS3 at either 3 h before injury, at day 2 or at day 6. One day after injection, mice were euthanized (Day 1, 3 and 7, respectively). Injection paradigms are included in each figure (Fig. 5, S5, 6). Long-term treatment with SIS3 or control vehicle (Phosphate-buffered saline, PBS) was performed by intraperitoneal injection (2.5 mg/kg) at 3 h before injury, daily during the first three days after injury, and then every other day until day 14.

### Tissue processing and immunohistochemical studies

The eyes in both animal models were enucleated at different timepoints (Day 1, 3, 7 and 14) after injury and fixed with 4% paraformaldehyde (PFA) in PBS overnight. Human retina was fixed 1 h in 4% PFA in PBS. Paraffin sections (5 μm) were stained with Mayer’s hemalum and eosin (H&E; Roth, Karlsruhe, Germany) [13]; or used for immunofluorescence. Antigen retrieval was achieved by incubation in either Tris-EDTA (pH 9.0) or Citrate buffer (pH 6.0) with 0.05% Tween-20 for 20 min and then cooled at room temperature (~ 30 min). All sections were blocked for 1 h in Tris-buffered saline (TBS) + 5% goat normal serum + 1% bovine serum albumin (pH 7.6) and incubated with primary antibodies overnight at 4 °C. Primary antibodies used in this study were: mouse anti-glutamine synthetase (GS; 1:200; MAB302; Millipore, Billerica, MA, USA), rabbit anti-glutamine synthetase (GS; 1:200; ab210107; Abcam, Cambridge, UK), rabbit anti-glial fibrillary acidic protein (GFAP; 1∶200; OPA1–06100; ThermoFisher Scientific, Basel, Switzerland), rabbit anti-phospho extracellular signal-regulated kinase (Erk1/2; 1:100; 9101; Cell Signaling Technology, Danvers, MA, USA), mouse anti-proliferating cell nuclear antigen (PCNA; 1∶500; ab29; Abcam), rabbit anti-gamma histone H2A variant H2A.X (γH2A.X; 1∶200; ab228655; Abcam), rat anti-H2A.Z (1∶150; ab228655; Abcam), rabbit anti-phospho-histone 3 (pH 3; 1:150; 9713 T; Cell Signaling Technology), mouse anti-E Cadherin (1:200; ab76055; Abcam), rabbit anti-N Cadherin (1:500; ab18203; Abcam), rabbit anti-Notch homolog 1 (Notch1; 1:200; ab52627; Abcam), rabbit anti-Notch homolog 2 (Notch2; 1:100; D76A6; Cell Signaling Technology), rabbit anti-transforming growth factor beta 1 (Tgfβ1; 1:200 dilution; ab215715; Abcam), mouse anti-transforming growth factor beta 2 (Tgfβ2; 1:50 dilution; ab36495; Abcam), rabbit anti-transforming growth factor beta 3 (Tgfβ3; 1:100 dilution; ab15537; Abcam), rabbit anti-phosphorylated mothers against decapentaplegic homolog 3 (p-Smad3; 1:50 dilution; ab52903; Abcam), rabbit anti-orthodenticle homeobox 2 (Otx2; 1:200 dilution; ab183951; Abcam) and rabbit anti-paired box 6 (Pax6; 1:200 dilution; ab195045; Abcam). Secondary antibodies, goat anti-rabbit/anti-mouse Alexa 488 nm/594 nm (1∶500; ThermoFisher Scientific), were diluted in TBS with 1% BSA for 1 h at room temperature. Cell nuclei were counterstained using Vectashield with 4′, 6-diamidino-2-phenylindole (DAPI; Vector Labs, Burlingame, CA, USA).

### Flow cytometry analysis

At different timepoints after injury (Day 1, 3 and 7), retinas of gfap:gfap-GFP zebrafish and Rlbp1:GFP mice were used for flow cytometry analysis. Both retinas of each mouse were analyzed as one sample. Before antibody labeling, single cells suspensions were incubated with Hoechst 33342 cycling (ThermoFisher Scientific) in Hank’s Balanced Salt Solution (HBSS; ThermoFisher Scientific) with DNase I (200 U/ml; Sigma-Aldrich) to exclude dead cells. For antibody staining, the samples were washed, re-suspended in HBSS with 20% fetal bovine serum (FBS; ThermoFisher Scientific) and 200 U/ml DNase I. Reactive MCs were subsequently stained with fluorescent-labeled antibodies against GFAP (Alexa Fluor® 488 anti-GFAP antibody, 2E1.E9; Biolegend, San Diego, CA, USA), PCNA (PE anti-human/mouse/rat PCNA antibody, 307,908; Biolegend), Notch1 (Brilliant Violet 421™ anti-mouse Notch 1 antibody, 130,615; Biolegend) and with Notch2 (APC anti-mouse Notch 2 antibody, 130,713; Biolegend) at 4 °C in the dark for 40 min. Samples were washed again and re-suspended in 0.1% PFA (pH 7.4) at 4 °C in the dark for 10 min. Samples were washed twice, re-suspended in flow cytometry buffer, and analyzed. All washing steps involved addition of 1 ml HBSS with 0.01% DNase to each sample and centrifugation at 300 g at 4 °C for 3 min. Data were acquired with an LSR II Cytometer System and the BD FACSDiva software (BD Biosciences, Allschwil, Switzerland). The data were analyzed with the Flowjo Single Cell Analysis Software V10 (TreeStar, Ashland, OR, USA).

### Retinal dissociation, sorting, and RNA-Seq library production

Both retinas of three gfap:gfap-GFP zebrafish per timepoint (Day 1, 3, and 7) were dissected and dissociated in 0.05% trypsin (ThermoFisher Scientific) for 10 min and then suspended in DEPC-PBS with 10% FBS (ThermoFisher Scientific) and DNase I (200 U/ml; Sigma-Aldrich). Cell suspension was filtered and collected in Falcon® Round-Bottom Tubes with CellStrainer Cap (12 × 75 mm; Costar Corning, Cambridge, MA, USA). Hoechst 33342 Ready Flow™ Reagent (ThermoFisher Scientific) was added as DNA dye for cell-cycle analysis. Cells from gfap:gfap-GFP negative littermates were used to determine background fluorescence levels. 100 cells/μl were collected from gfap:gfap-GFP positive zebrafish using Moflo Astrias EQ Cell Sorter (Beckman Coulter, Brea, CA, USA) into 4 μl of Buffer TCL (Qiagen, Venlo, The Netherlands) with 1% 2-mercaptoethanol (#63,689; Sigma-Aldrich). Both retinas of three Rlbp1:GFP mice were dissected at different timepoints (Day 1, 3, and 7) and incubated with papain (Worthington Biochemical, Freehold, NJ, USA) for 15 min as previously described [19]. After dissociation, cell suspension in HBSS with 0.4% BSA (ThermoFisher Scientific) and DNase I (200 U/ml; Sigma-Aldrich) was filtered with a 35 μm cell strainer. Hoechst 33342 Ready Flow™ Reagent (ThermoFisher Scientific) was added as DNA dye for cell-cycle analysis. Cells from Rlbp1:GFP negative littermates were used to determine background fluorescence levels. 100 cells/μl were collected from Rlbp1:GFP positive mice using Moflo Astrias into 4 μl Buffer TCL (1,031,576; Qiagen) plus 1% 2-mercaptoethanol (Sigma-Aldrich). After cell sorting, all samples were processed using the published Smart-seq2 protocol to generate the cDNA libraries [20]. The libraries were sequenced in an Illumina HiSeq4000 (Illumina, San Diego, CA, USA) with a depth of around 20 Mio reads per sample. Sequencing data are available in the Gene Expression Omnibus database (NCBI tracking system #19961614).

### RNA-sequencing analysis

The raw reads were first cleaned by removing adapter sequences, trimming low quality ends, and filtering reads with low quality (phred quality < 20) using Trimmomatic (Version 0.36). The read alignment was done with STAR (v2.6.0c). As reference the Ensembl zebrafish genome build GRCz10 from 2017 to 06-07 (release 89) and respectively the Ensembl murine genome build GRCm38.p5 with the gene annotations downloaded on 2018-02-26 from Ensembl (release 91) were used. The STAR alignment options were “--outFilterType BySJout --outFilterMatchNmin 30 --outFilterMismatchNmax 10 --outFilterMismatchNoverLmax 0.05 --alignSJDBoverhangMin 1 --alignSJoverhangMin 8 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outFilterMultimapNmax 50”. Gene expression values were computed with the function featureCounts from the R package Rsubread (v1.26.0). The options for feature counts were: - min mapping quality 10 - min feature overlap 10 bp - count multi-mapping reads - count only primary alignments - count reads also if they overlap multiple genes. To detect differentially expressed genes, we applied a count based negative binomial model implemented in the software package DESeq2 (R version: 3.5.0, DESeq2 version: 1.20.0). The differential expression was assessed using an exact test adapted for over-dispersed data. Genes showing altered expression with an adjusted *p*-value < 0.05 (Benjamini and Hochberg method) were considered differentially expressed. Heatmaps were generated for selected subsets of genes in R v. 3.5.1 using the heatmap.2 function from package gplots v. 3.0.1. The data displayed the log2 fold-changes between two experimental groups. Rows are reordered based on a dendrogram from hierarchical clustering. Subsets of genes identified as interesting were explored using QIAGEN’s Ingenuity® Pathways Analysis suite (IPA®, QIAGEN, Redwood City, WA, USA;www.qiagen.com/ingenuity) for pathways, networks, and functional analyses.

### Image analysis and quantification

Immunofluorescence imaging was performed at 40x magnification with a scanning laser microscope (Zeiss LSM710; Carl Zeiss Microscopy, Jena, Germany). Sagittally oriented zebrafish and murine retinal sections at the level of the laser burns were used to quantify positive cells. The analyzed length of the retina was 50 μm in zebrafish or 100 μm in mouse, corresponding to the induced injury size. Arbitrary quantification of the central (fovea), mid-peripheral, and peripheral zones of each human retina was 606 μm in length (microscope’s visual field at 40x). The number of positive cells was normalized to the total number of MCs (cytoplasmatic GS^+^ or nuclear SOX9^+^) whereas the Ready Flow™ Reagent was normalized to the total number of DAPI positive cells in INL. Cells were manually determined. Ratios between positive cells on the total of MCs in the injured area were expressed as percentages. High-throughput and high-quality brightfield H&E-stained images of the human retina at 40x or 63x total magnification were acquired with a motorized Pannoramic 250 Flash II microscope (3DHISTECH Ltd., Budapest, Hungary). Randomized quantification of the central (fovea), mid-peripheral, and peripheral zones of each human retina was 950 μm in length (microscope’s visual field at 40x). Human samples were divided in two groups based on H&E and immunofluorescence data: control group (ctrl) and retina presenting drusen accumulation (drusen pos). Drusen were identified as accumulations of extracellular material that build up between Bruch’s membrane and the retinal pigment epithelium and manually counted. ImageJ software (v1.39; Wayne Rasband; NIH, Bethesda, MD, USA) was used to determine the length of the retina and analyze all images.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 7.0, GraphPad Software, La Jolla, USA). Intergroup comparisons were based on a non-parametric one−/two-way analysis of variance (ANOVA) and the Bonferroni multiple comparison post hoc test. For the pharmacologically treated animals, comparison between uninjured and treatment groups was performed with two-tailed t-test. Quantifications were performed on three laser burns performed in the left eye in four different animals for all timepoints (*n* = 12). All results are expressed as the mean ± standard deviation (SD). The level for statistical significance was set at a *p* value ≤0.05.

## Results

### Cross-species comparison of MC injury response

To define MC reactivity in zebrafish and mice, we performed immunofluorescence for glutamine synthetase (GS), glial fibrillary acidic protein (GFAP) and phospho-p44/42 MAPK (phospho-Erk1/2) at days 1, 3, 7 and 14 after injury [21]. Uninjured retinas were compared to lasered ones at the different timepoints (Fig. 1A-E). GS was upregulated in zebrafish MCs within the damage area from day 1 (Fig. 1A.ii, E). The maximum GS expression was seen at day 3 (Fig. 1A.iii, E). When the retina was completely restored (Day 14), GS was comparable to baseline (Uninjured; Fig. 1A.v, E). MC reactivity was delayed in mice. GS expression in the injured area was upregulated starting from day 3 (Fig. 1B.iii, E) and increased further until day 14 (Fig. 1B.v, E). GFAP and phospho-Erk1/2 were upregulated from day 1 in GS^+^ MCs of both species (Fig. 1A.ii, B.ii, C.ii, D.ii, E). In zebrafish, GFAP at day 14 (Fig. 1A.v, E) and phospho-Erk1/2 from day 7 (Fig. 1C.iv, E) were no longer detectable. In mice, GFAP remains upregulated until day 14 (Fig. 1B.v), while phospho-Erk1/2 was downregulated at that time point (Fig. 1D.v, E). These data indicate a transient gliotic response in zebrafish and a persistent, respectively chronic, gliosis in mice after injury. To evaluate the proliferative potential of zebrafish and murine MCs during injury response, we analyzed proliferating cell nuclear antigen (PCNA) expression by immunohistochemistry (Day 1, 3, 7 and 14). Uninjured retinas were compared to lasered ones at different timepoints (Fig. 1F-H). From day 3, PCNA was detected in the GS^+^ MCs in both animal models (Fig. 1F.iii, G.iii, H). Whereas in zebrafish PCNA was no longer visible at day 14 (Fig. 1F.v, H), PCNA was still upregulated in murine MCs (Fig. 1G.v, H). PCNA is known as an S-phase marker used to detect proliferation [22]. Nevertheless, cells continue to express cell-cycle progression markers even upon DNA damage response (DDR) [23]. Thus, we examined the cellular DNA content in MCs by flow cytometry (Fig. 2A, B). In both animal models, we detected an increased number of MCs in S-phase at days 3 and 7 (Fig. 2A, B). However, quantification of cells in G2/M-phase showed that MCs accumulated in G2/M-phase exclusively in mice (Fig. 2A, B). These data suggest that murine MCs in response to injury are not able to properly segregate the duplicated genome leading to arrested re-entry into mitosis. Cells can be forced to exit the cell-cycle in response to DDR and become senescent [24]. Thus, we analyzed senescence-associated-DDR markers γH2A.X and H2A.Z in MCs (GS^+^) during injury response (Day 1, 3, 7 and 14). Retinas were compared at the different timepoints (Fig. S1 A-N). No DDR was detected in zebrafish MCs after injury (Fig. S1 A-C, G, H-J, N). However, in mice γH2A.X was upregulated at day 3 (Fig. S1 E.i-E.iv, G) and H2A.Z was observed at days 1 and 3 in MCs (Fig. S1 K.i-K.iv, L.i-L.iv, N). The cell-cycle arrest of murine MCs could be a consequence of DDR. The upregulation of H2A.Z may imply that abnormal MC behavior functions as a determinant of resistance to DNA damaging agents such as an erroneous cell-cycle re-entry.

**Fig. 1:**
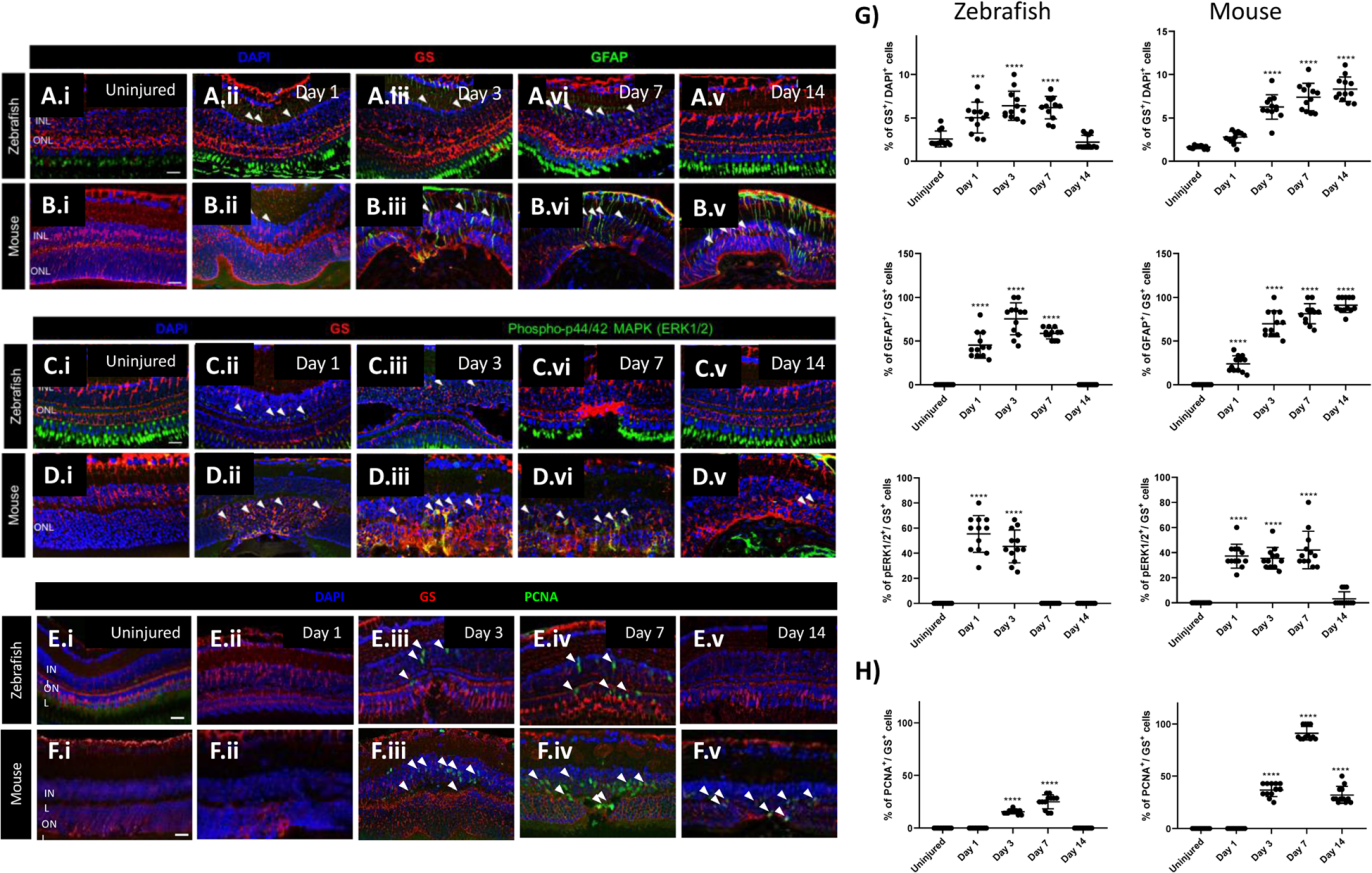
Cross-species comparison of MC gliosis in response to laser injury. (A-E) Analysis of MC gliotic response in zebrafish and mice at baseline (Uninjured) and different time point after injury (Day 1, 3, 7 and 14). Detection of GFAP in GS^+^MCs after laser induction in zebrafish (A.i-A.v) and mice (B.i-B.v). Shown are sections for GS (red) and GFAP (green). Detection of phospho-Erk1/2 in GS^+^MCs after injury and in uninjured zebrafish (C.i-C.v) and mice (D.i-D.v). Shown are sections for GS (red) and phospho-Erk1/2 (green). Histograms illustrating mean ± SD of GS^+^, GFAP^+^ and pERK1/2^+^cells normalized by the total of DAPI^+^ or GS^+^ cells in percentage (G). Significant differences (***p < 0.001, ****p < 0.0001) between uninjured and injured retinas were determined by post-hoc Bonferroni one-way ANOVA test (*n* = 12). (E-F; H) Evaluation of the proliferative potential of zebrafish and murine MCs during injury response at baseline (Uninjured) and different time point after injury (Day 1, 3, 7 and 14). Detection of PCNA in GS^+^MCs after injury in zebrafish (E.i-E.v) and mice (F.i-F.v). Shown are sections for GS (red) and PCNA (green). Histograms illustrating mean ± SD of PCNA^+^cells normalized by the total of GS^+^cells in percentage (H). Significant differences (****p < 0.0001) between uninjured and injured retinas were determined by post-hoc Bonferroni one-way ANOVA test (*n* = 12)

**Fig. 2:**
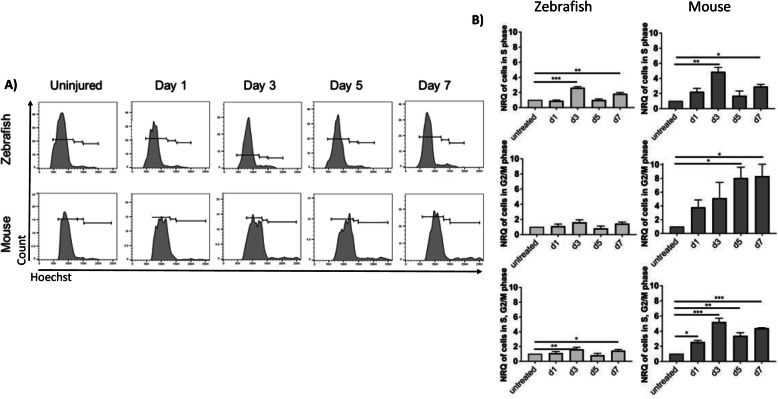
Analysis of cellular DNA content. (**A)** Flow cytometry of cellular DNA content (Hoechst) of zebrafish gfap:gfap-GFP^+^ and murine Rlbp1:GFP^+^ MCs. (**B)** Representative histograms illustrating mean ± SD of Hoechst^+^ cells in the different phases of the cell cycle normalized by the total of GFP^+^MCs in percentage at different time points (Day 1, 3, 5 and 7). Significant differences (*p < 0.05, **p < 0.01 and ***p < 0.001) between uninjured and injured at the different time points were determined by post-hoc Bonferroni one-way ANOVA test (*n* = 12). INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of the images equals 50 μm

### Phenotypic characterization of MC injury response

Recent evidence indicates that mesenchymal-to-epithelial transition (MET) is crucial during early cell reprogramming and blocking MET can impair stem cell reprogramming [25]. Transcriptome analysis was used to investigate MET during early MC activation (Day 1), MC proliferation (Day 3), and MC regeneration/chronic reactive gliosis (Day 7) in both zebrafish and mice . We compared gene expression of zebrafish cycling gfap:gfap-GFP^+^ cells at days 1, 3 and 7 after injury with cycling gfap:gfap-GFP^+^ cells from uninjured retinas. 

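The 12 murine libraries came from Rlbp1:GFP mice, whose MCs carry GFP, with 3 mice each for uninjured retinas and for days 1, 3 and 7 after 50 laser burns to both eyes. Retinas were dissociated with papain, Hoechst was added as DNA dye, and GFP+ cells were sorted and processed with the Smart-seq2 protocol, which amplifies cDNA from small numbers of cells. The paper names an Illumina HiSeq4000 as the sequencer, and the sample labels name a HiSeq2500. The authors trimmed the reads, aligned them with STAR to GRCm38 and deposited the number of reads counted on each gene, without normalization. A multi-mapping read was counted at its primary alignment, and a read that overlapped several genes was counted for each of them. Between 1772729 and 7716627 reads per library were counted on genes, with a median of 2868165 in uninjured retinas, 3370438 at day 1, 1806231 at day 3 and 6913680 at day 7. A gene with 3 reads would have between 0.389 and 1.69 CPM, which are counts scaled to a common library size, in these libraries, the smallest level that this depth can show, and this limit covers counting error only. Library sizes were scaled with the TMM method of edgeR, with factors from 0.580 to 1.92. Each day was compared with uninjured retinas by edgeR's quasi-likelihood test in one model of all 12 libraries, with Benjamini-Hochberg adjustment over the 20848 genes with at least 10 reads in at least 3 libraries. A two-sided exact permutation test of 3 libraries against 3 was run for single genes, and the smallest p it can give is 0.1. At an adjusted p under 0.05, the threshold that the paper states, 5 genes were differentially expressed at day 1, and all 5 were higher than in uninjured retinas. At day 3, 94 genes passed, of which 17 were higher and 77 lower. This balance reversed with total counts in place of TMM library sizes, to 3148 higher and 81 lower genes. With DESeq2, 196 genes were higher and 231 lower. The 330 genes that passed at day 7 comprised 284 higher and 46 lower ones, and 40 of them had also passed at day 3. The day 7 count fell most, to 11 genes, without uninjured replicate 1 and likewise without replicate 3, and rose most, to 2034 genes, with total counts in place of TMM library sizes. The common biological coefficient of variation between libraries of one group was 0.587. Spearman's rho between libraries of one group, computed across genes, which are not independent replicates, ranged from 0.568 to 0.656 at day 3 and from 0.875 to 0.879 at day 7.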

In mice, we compared gene expression of cycling Rlbp1:GFP^+^ cells at days 1, 3 and 7 post injury with cycling MCs from uninjured retinas (Fig. 3A, B). In both animal models, we sorted for Müller cells in G2/M phase only. 

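The transcriptome of the murine cells was examined for genes of the G2/M phase. The mean log2(CPM + 1) of 16 such genes, among them Mki67, Top2a, Ccnb1 and Cdk1, was 3.31 ± 0.073 (SD, n = 3) in uninjured retinas, 3.52 ± 1.20 at day 1, 3.58 ± 0.39 at day 3 and 2.69 ± 0.13 at day 7 (SD, n = 3 each). All 3 day 7 libraries lay below the uninjured libraries (exact permutation test, p = 0.1), while the libraries of days 1 and 3 overlapped with them (exact p = 1 and p = 0.4). The spread at day 1 was set by replicate 1, with a mean of 4.89 against 3.01 and 2.64 in the other libraries of that day. With CPM on total counts, a setting chosen after the data were seen, the difference to uninjured retinas was 1.22 at day 3, with all 3 libraries above the uninjured ones, and -0.24 at day 7, where the libraries overlapped. As a measure of reads on genes that are silent in the retina, the 1510 olfactory and vomeronasal receptor genes in the data were used. The median G2/M gene had fewer reads per kb of exon than the 95th percentile of these receptor genes in 10 of the 12 libraries. The exceptions were day 1 replicate 1, with 25.4 against 7.84 reads per kb, and day 3 replicate 3, with 14.3 against 11.3 reads per kb. The median of 12 genes of MCs, among them Rlbp1, Glul and Apoe, lay above that percentile in all 12 libraries, and so did the median of 12 genes of rods, among them Sag and Gnat1. The tested receptor genes themselves had a median log2 ratio of -1.37 at day 7. The lower level of the G2/M genes at day 7 therefore cannot be told apart from fewer background reads.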

The term “cycling” was used to define the abnormal behavior of Müller cells, as they are forced to re-enter the cell-cycle but arrested in G2/M phase. 

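Fgfbp1 (ENSMUSG00000048373), on chromosome 5 of GRCm38 from 43978858 to 43981779, had 7.60 ± 7.91 CPM (SD, n = 3) at day 7 and 4.15 ± 2.18 CPM (SD, n = 3) in uninjured retinas. This is a log2 ratio of 0.87 (standard error 0.90, adjusted p = 0.605 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its day 7 libraries held 71, 18 and 28 reads, and without day 7 replicate 1 the log2 ratio was -0.45. Ocln (ENSMUSG00000021638), on chromosome 13 from 100496507 to 100552718, rose from 8.18 ± 4.42 to 18.3 ± 16.9 CPM, and the log2 ratio was 1.15 (standard error 0.83, adjusted p = 0.445 from the edgeR test). Nudt13 (ENSMUSG00000021809), on chromosome 14 from 20294697 to 20317578, had 9.06 ± 2.22 CPM in uninjured retinas and 19.1 ± 1.04 CPM at day 7. Its log2 ratio was 1.08 (standard error 0.65, adjusted p = 0.363 from the edgeR test), and its 3 day 7 libraries all lay above the uninjured libraries (exact permutation test, p = 0.1). For Tspan13 (ENSMUSG00000020577), on chromosome 12 from 36014557 to 36042500, the level was 51.0 ± 12.4 CPM in uninjured retinas and 97.3 ± 67.6 CPM at day 7, with a log2 ratio of 0.93 (standard error 0.66, adjusted p = 0.441 from the edgeR test). Crb3 (ENSMUSG00000044279), on chromosome 17 from 57059105 to 57065918, had 1.64 ± 0.695 CPM in uninjured retinas, with at most 4 reads per library, and 6.56 ± 4.29 CPM at day 7. The corresponding log2 ratio was 1.99 (standard error 1.00, adjusted p = 0.285 from the edgeR test). Without day 7 replicate 1, the log2 ratio was 0.070 for Ocln and 0.18 for Tspan13, against 1.02 for Nudt13 and 1.68 for Crb3. The day 7 libraries of Fgfbp1, Ocln, Tspan13 and Crb3 overlapped with the uninjured ones, while with CPM on total counts, a setting chosen after the data were seen, those of Tspan13 and Crb3 all lay above. At day 7, the reads per kb of Fgfbp1 lay above the 95th percentile of the receptor genes in 1 of 3 libraries, those of Ocln and Crb3 in 2, and those of Nudt13 and Tspan13 in 3.

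**Figure D1:**
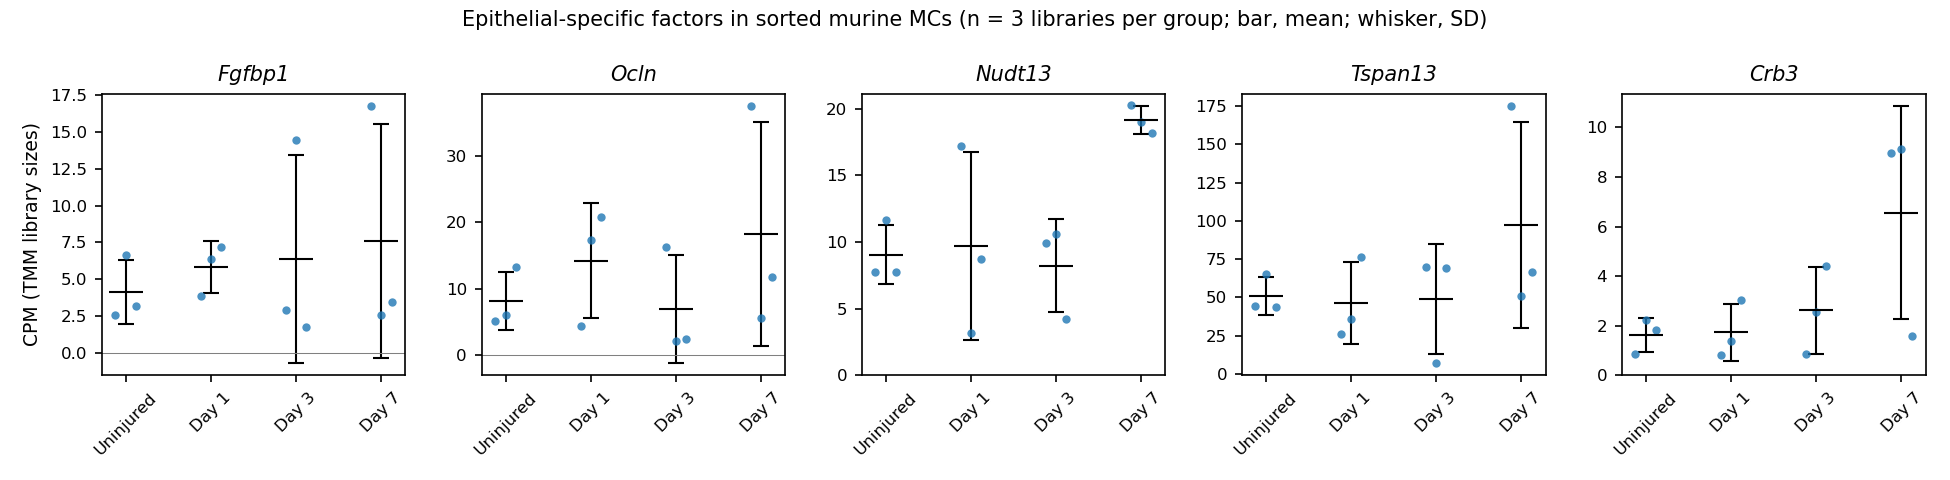
Expression of Fgfbp1, Ocln, Nudt13, Tspan13 and Crb3 in CPM on TMM library sizes (y axis) in uninjured retinas and at days 1, 3 and 7 (x axis). Each dot is a library, the bar is the mean and the whisker the SD of 3 libraries, and on this scale all 3 day 7 dots lie above all uninjured dots for Nudt13 (with total counts also for Tspan13 and Crb3).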

Transcriptome analysis revealed an association of murine MCs with the acquisition of an epithelial phenotype at day 7 by the upregulation of epithelial-specific factors, as fibroblast growth factor binding protein 1 (Fgfbp1, 0.7 log2 ratio), occludin (Ocln; 1.02 log2 ratio), nudix hydrolase 13 (Nudt13; 0.95 log2 ratio), tetraspanin 13 (Tspan13; 0.8 log2 ratio), and crumbs cell polarity complex component 3 (Crb3; 1.88 log2 ratio). No epithelial markers were statistically modulated in zebrafish MCs (Fig. 3A). Thus, we analyzed whether murine MCs undergo epithelial-like changes during injury response. 

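The 9 murine genes of Fig. 3B, which are Fgfbp1, Ocln, Nudt13, Tspan13, Crb3, Cldn4, Dsp, Krt8 and Epcam, were tested together with camera, a test in limma of whether a set of genes changes more than the other genes. An inter-gene correlation of 0.01 was used, and the p-values were adjusted over 6 tests, of 2 sets at 3 days. The mean log2 ratio of the set was -0.26 at day 1 (adjusted p = 0.505 from camera of limma) and -0.031 at day 3 (adjusted p = 0.592 from camera of limma). At day 7 it was 0.46 (adjusted p = 0.592 from camera of limma). With each library of the compared groups left out in turn, the day 7 value ranged from 0.12 to 0.74. The day 3 value moved most with total counts in place of TMM library sizes, to 1.13, and reversed its sign. The median log2 ratio of all genes moved as well, from 0.16 to 1.21, so that this reversal is not specific to the set. At each of the 3 days, 0 of the 9 genes had an adjusted p under 0.05, and 0 had an unadjusted p under 0.05. At day 7, 6 of the 9 genes had a positive log2 ratio, and the lowest was -1.19 for Dsp. The highest ratio at day 3 was that of Cldn4, at 1.35 (standard error 0.98, adjusted p = 0.695 from the edgeR test), with all 3 libraries above the uninjured ones. The reads per kb of Cldn4 and Dsp lay below the 95th percentile of the receptor genes in all 12 libraries. The set is the paper's own choice from these data.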

Pathway analysis was used to investigate major changes in gene expression during MC-to-epithelial transition (MC-ET; Fig. 3B). 

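Wnt5b (ENSMUSG00000030170), on chromosome 6 from 119432531 to 119544347, had 26.4 ± 9.49 CPM (SD, n = 3) at day 7 and 6.68 ± 3.78 CPM (SD, n = 3) in uninjured retinas. The log2 ratio was 1.97 (standard error 0.86, adjusted p = 0.223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 day 7 libraries lay above the uninjured ones (exact permutation test, p = 0.1). Among the 10423 tested genes with a positive log2 ratio at day 7, Wnt5b ranked 832 by log2 ratio and 1870 by p. The paper's list comes from a pathway analysis, so that these ranks may be over another set of genes. With each library of the compared groups left out in turn, a check chosen after the data were seen, the rank by log2 ratio lay between 532 and 1608. Wnt5b passed the threshold with total counts in place of TMM library sizes (log2 ratio 2.46, adjusted p = 0.0402 from edgeR) and with only the groups compared in the model (log2 ratio 1.89, adjusted p = 0.0414 from edgeR), and the adjusted p ranged from 0.0402 to 0.238 over 8 alternatives. At day 3, the log2 ratio was 2.49 (standard error 0.87, adjusted p = 0.274 from the edgeR test), with 442 reads in replicate 3 against 37 and 16 reads in the other libraries of that day. Of 8 alternatives, the day 3 value passed the threshold in 1 (adjusted p from 0.00965 to 0.787), and it was highest with total counts, at 3.23. The log2 ratio was 1.43 at day 1 (standard error 0.85, adjusted p = 0.729 from the edgeR test). The difference between days 7 and 3 was -0.52 (standard error 0.79, adjusted p = 0.742 from the edgeR test), smaller than the spread between mice.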

At day 7, we identified Wingless-Type MMTV Integration Site Family, Member 5B (Wnt5b; 1.84 log2 ratio), known to enable epithelialization [26], as one of the top listed genes to be upregulated in murine MCs (Fig. S2). This suggests that erroneous cell-cycle re-entry of MCs could be linked to epithelial remodeling during glial scar formation. 

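Across Fgfbp1, Ocln, Nudt13, Tspan13 and Crb3, 11 of the 15 values in the day 7 libraries lay above the 95th percentile of the receptor genes. In uninjured retinas 4 of 15 values did so, of which 3 were those of Tspan13, and the counts were 7 of 15 at day 1 and 3 of 15 at day 3. The percentile is each library's own, and it was highest in day 3 replicates 1 and 2, at 17.2 and 20.8 reads per kb. At day 7, the tested receptor genes had a median log2 ratio of -1.37. A count can therefore change between days without a change of the 5 genes. The mean log2(CPM + 1) of 14 genes of the S phase, among them Mcm2, Pcna and Rrm2, was 3.91 ± 0.11 (SD, n = 3) in uninjured retinas, 4.19 ± 0.44 at day 1, 4.42 ± 0.66 at day 3 and 3.47 ± 0.098 at day 7. The 3 day 7 libraries lay below the uninjured ones in this measure (exact permutation test, p = 0.1), and those of days 1 and 3 overlapped with them (exact p = 0.4 and p = 0.2). With CPM on total counts, a setting chosen after the data were seen, the difference at day 7 was -0.045 and the libraries overlapped, while at day 3 all 3 libraries lay above the uninjured ones. The median S phase gene lay above the receptor percentile in 0 of 3 uninjured and 2 of 3 day 7 libraries. Since the receptor genes fell at day 7, the lower S phase level there cannot be told apart from fewer background reads. Pcna itself had a log2 ratio of 1.40 at day 7 (standard error 0.78, adjusted p = 0.334 from the edgeR test), with all 3 libraries above the uninjured ones. From Wnt5b as one of the top listed genes at day 7, the paper proposes that erroneous cell-cycle re-entry could be linked to epithelial remodeling.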

To confirm murine MC-ET versus MC de-differentiation in zebrafish, we performed immunofluorescence for E- as well as N-cadherin during injury response (Day 1, 3, 7 and 14). Uninjured retinas were compared to injured retinas (Fig. 3C-H). We detected E-cadherin in murine GS^+^ MCs only at day 7, confirming MC-ET (Fig. 3D.iii, d.i-iv, E). In zebrafish, N-cadherin was upregulated in GS^+^ MCs from day 3 and stayed upregulated until day 7 (Fig. 3F.ii, f.ii1–4, Fiii, f.iii1–4, H). Interestingly, we observed N-cadherin also in murine MCs exclusively at day 1 (Fig. 3G.i, g.i-iv, H). These data showed the ability of zebrafish MCs to acquire a mesenchymal phenotype (N-cadherin) in response to injury versus MET (N- to E-cadherin shift) during reactive gliosis in the murine MCs.

**Fig. 3:**
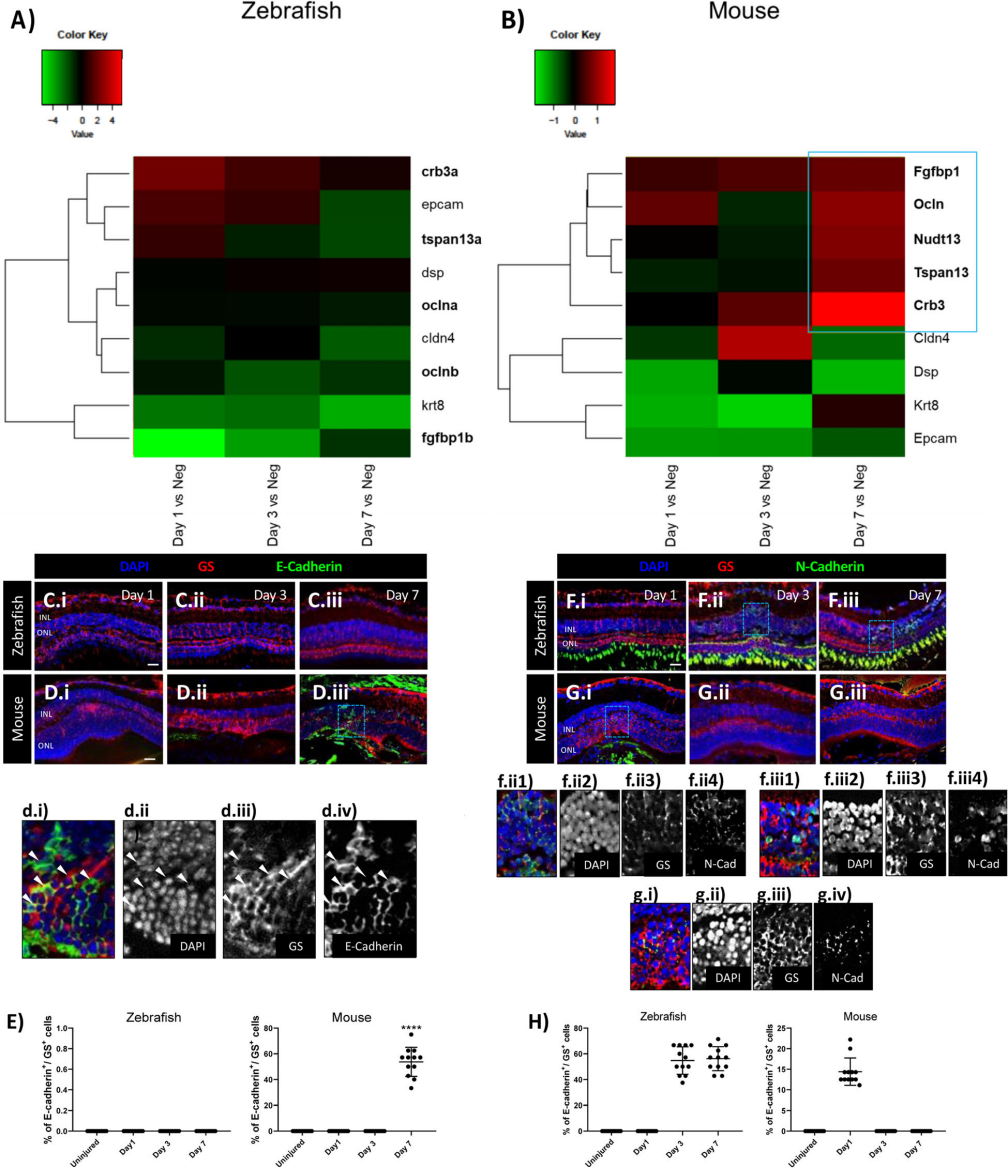
Difference of MC injury response in zebrafish and mice. (A, B) Heatmaps of differentially expressed genes (DEGs) associated with an epithelial phenotype in sorted cycling zebrafish and murine MCs. The blue box groups the most significant genes with the highest upregulation. (C-H) Analysis of MC phenotype in zebrafish and mice at the baseline (Uninjured) and at different time points after injury (Day 1, 3, and 7). Detection of E-cadherin in GS+ MCs after laser induction in zebrafish (C.i-C.iii) and mice (D.i-D.iii). Shown are retinal sections stained for GS (red) and E-cadherin (green). Zoomed-in view of murine GS+/E-cadherin+ cells of the area defined by a blue frame at Day 7 (d.i-d.iv). White arrowheads mark double-positive cells. (E) Histograms illustrating the mean ± SD of the number of E-cadherin+ cells normalized by the total number of GS+ cells expressed in percentage. Significant differences (****p < 0.0001) between uninjured and injured retinas were determined by using a post-hoc Bonferroni one-way ANOVA test (*n* = 12). Detection of N-Cadherin in GS+ MCs after laser induction in zebrafish (F.i-F.iii) and mice (G.i-G.iii). Shown are retinal sections stained for GS (red) and N-Cadherin (green). Zoomed-in view of zebrafish GS+/N-Cadherin+ cells of the area defined by a blue frame at Day 3 and 7 (f.ii1-f.ii4, f.iii1-f.iii4). Zoomed-in view of murine GS+/N-Cadherin+ cells of the area defined by a blue frame at Day 1 (g.i-g.iv). White arrowheads mark double-positive cells. (H) Histograms illustrating the mean ± SD of the number of N-Cadherin+ cells normalized by the total number of GS+ cells expressed in percentage. Significant differences (****p < 0.0001) between uninjured and injured retinas were determined by using a post-hoc Bonferroni one-way ANOVA test (*n* = 12)

### Notch pathway is linked with murine MC-ET

The mechanism that governs MET is regulated by numerous stimuli [27]. Notch is a key regulator of MET initiation. Therefore, we investigated Notch1/2 expression in reactive (GFAP^+^/PCNA^+^) MCs by flow cytometry in mice. Uninjured retinas were compared to different timepoints after injury (Day 1, 3 and 7; Fig. 4A-C). Notch1 was upregulated significantly at day 7 in a small percentage of reactive MCs (1.45% Notch1^+^/PCNA^+^/GFAP^+^ cells; Fig. 4A, B). Notch2 was detected from day 1 (3.5% Notch2^+^/PCNA^+^/GFAP^+^ cells) with the maximum expression at day 3 (8.5% Notch2^+^/PCNA^+^/GFAP^+^ cells; Fig. 4A, C). Notch pathway was studied by transcriptome analysis during early MC activation (Day 1), MC proliferation (Day 3), and MC regeneration/chronic reactive gliosis (Day 7) in both animal models. We compared the gene expression of zebrafish cycling gfap:gfap-GFP^+^ cells at days 1, 3 and 7 post injury with cycling gfap:gfap-GFP^+^ cells from uninjured retinas. 

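The 20 murine genes of Fig. 4D comprise the receptors Notch1, Notch2, Notch3 and Notch4, ligands and modulators such as Dll1, Dtx1, Jag1 and Lfng, and transcription factors and cofactors such as Snw1, Maml2 and Ep300. As a set, their mean log2 ratio was -0.21 at day 1 (adjusted p = 0.437 from camera of limma). At day 3 it was 0.33 (adjusted p = 0.437 from camera of limma), and with total counts in place of TMM library sizes it moved to 1.36. With this scaling the median log2 ratio of all genes at day 3 moved as well, from 0.16 to 1.21. At day 1, 10 of the 20 genes had a positive log2 ratio, 0 had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. At day 3, these counts were 15, 0 and 3 genes.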

In mice, we compared gene expression of cycling Rlbp1:GFP^+^ cells at days 1, 3 and 7 post injury with cycling MCs from uninjured retinas (Fig. 4D). None of Notch receptors were upregulated in zebrafish MCs after injury (Fig. 4D). Whereas, Notch2 was upregulated starting from day 3 (1.346 log2 ratio) with the maximum expression at day 7 (1.618 log2 ratio) in murine MCs (Fig. 4D). 

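Notch2 (ENSMUSG00000027878), on chromosome 3 from 98013527 to 98150361, had 38.8 ± 6.82 CPM in uninjured retinas, 102 ± 63.5 CPM at day 3 and 131 ± 10.6 CPM at day 7 (SD, n = 3 each). The log2 ratio to uninjured retinas was 1.40 at day 3 (standard error 0.51, adjusted p = 0.309) and 1.76 at day 7 (standard error 0.52, adjusted p = 0.0845), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At day 1 it was 0.69 (standard error 0.51, adjusted p = 0.793 from the edgeR test). At each of these days, all 3 libraries lay above the uninjured ones (exact permutation test, p = 0.1). The difference between days 7 and 3 was 0.35 (standard error 0.50, adjusted p = 0.719 from the edgeR test), which is within the spread of the day 3 libraries with 257, 179 and 793 reads. The day 7 value passed the threshold with DESeq2 (log2 ratio 1.67, adjusted p = 0.0128), limma-voom (1.75, adjusted p = 0.00335), total counts (2.15, adjusted p = 0.00399) and only the groups compared (1.66, adjusted p = 0.0119), and its adjusted p ranged from 0.00335 to 0.0988 over 8 alternatives. With total counts, the day 3 value also passed (log2 ratio 2.30, adjusted p = 0.00323 from edgeR, in a range from 0.00323 to 0.647). The day 7 log2 ratios of Notch1, Notch3 and Notch4 were 0.65, 0.57 and -0.85, with adjusted p of 0.498, 0.530 and 0.409 from the edgeR test.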

Additionally, we analyzed the expression of Notch ligands after injury in both animal models. In zebrafish MCs, we detected an upregulation of interferon gamma (ifng) and β-1,3-N-acetylglucosaminyltransferase manic fringe (mfng; Fig. 4D), genes known to orchestrate stem cell plasticity [28]. In murine MCs, we found an upregulation of delta-like canonical notch ligand 1 (Dll1) at day 3 (1.26 log2 ratio) and day 7 (2.62 log2 ratio), and an upregulation of deltex E3 ubiquitin ligase 1 (Dtx1) at day 7 only (1.513 log2 ratio; Fig. 4D). 

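Dll1 (ENSMUSG00000014773), on chromosome 17 from 15367354 to 15376872, had 11.6 ± 2.97 CPM in uninjured retinas, 4.28 ± 2.87 CPM at day 1, 28.9 ± 9.95 CPM at day 3 and 78.6 ± 19.1 CPM at day 7 (SD, n = 3 each). Its log2 ratio was -1.44 at day 1 (standard error 0.59, adjusted p = 0.605) and 1.32 at day 3 (standard error 0.55, adjusted p = 0.405), both from the edgeR test. At day 7 it was 2.76 (standard error 0.57, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the gene passed the threshold. The 3 libraries lay below the uninjured ones at day 1, where they overlapped with CPM on total counts, and above them at days 3 and 7 (exact permutation test, p = 0.1 each). With each library of the compared groups left out in turn, the day 7 log2 ratio stayed between 2.51 and 2.90, with adjusted p from 0.0347 to 0.108 (edgeR), and passed in 1 of the 6 fits. Day 7 differed from day 3 by 1.44 (standard error 0.53, adjusted p = 0.169 from the edgeR test), with all 3 libraries above those of day 3. The day 3 value passed with total counts in place of TMM library sizes (log2 ratio 2.28, adjusted p = 0.0124 from edgeR, in a range from 0.0124 to 0.661 over 8 alternatives). Dtx1 (ENSMUSG00000029603), on chromosome 5 from 120680202 to 120711927, had 8.97 ± 1.41 CPM in uninjured retinas, 14.7 ± 2.67 CPM at day 3 and 28.3 ± 14.6 CPM at day 7 (SD, n = 3 each). The log2 ratio of Dtx1 was 0.71 at day 3 (standard error 0.64, adjusted p = 0.776) and 1.65 at day 7 (standard error 0.64, adjusted p = 0.182), both from the edgeR test. All 3 libraries lay above the uninjured ones at both days (exact permutation test, p = 0.1). In uninjured retinas, the reads per kb of Dll1 lay above the 95th percentile of the receptor genes in 1 of 3 libraries and those of Dtx1 in 0, and at day 7 both did so in 3 of 3. This limit is each library's own, so that the counts alone do not show a change.

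**Figure D2:**
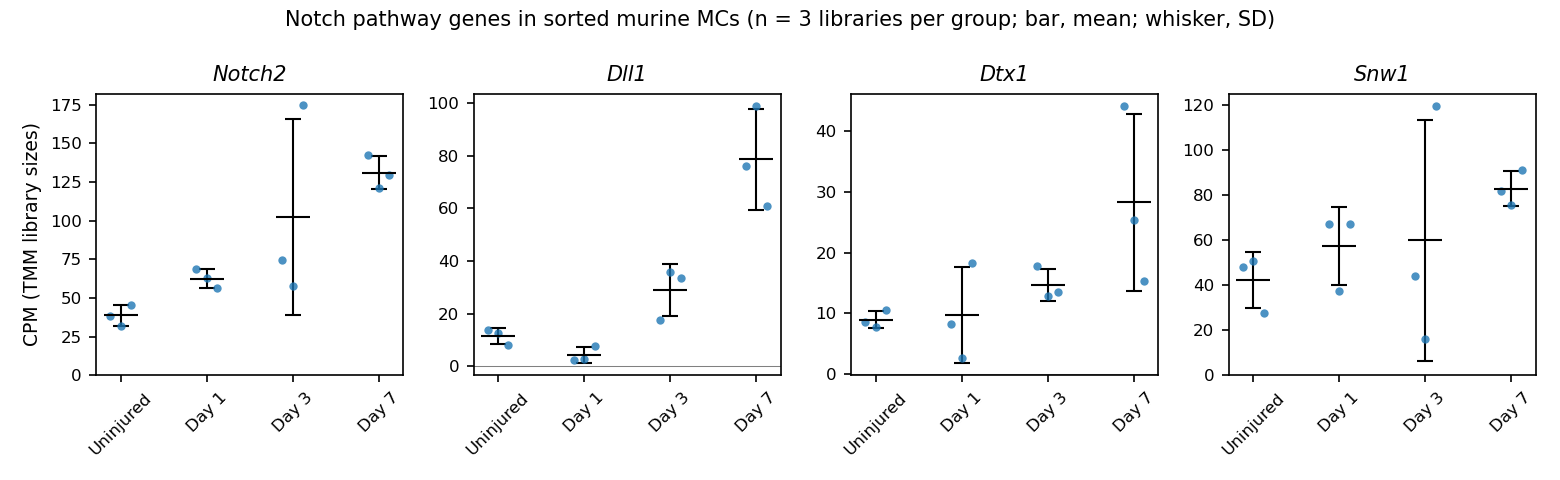
Expression of Notch2, Dll1, Dtx1 and Snw1 in CPM on TMM library sizes (y axis) in uninjured retinas and at days 1, 3 and 7 (x axis). Each dot is a library, the bar is the mean and the whisker the SD of 3 libraries, and for all 4 genes the 3 day 7 dots lie above the uninjured dots.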

Interaction of Notch receptors with Dll1/Dtx1 may indicate the induction of γ-secretase-mediated cleavage, activating Notch cascade [29]. We further investigated Notch transcription factors and cofactors (Fig. 4D). None of them were upregulated in zebrafish MCs after injury (Fig. 4D). 

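Snw1 (ENSMUSG00000021039), on chromosome 12 from 87449075 to 87472274, had 82.9 ± 7.66 CPM (SD, n = 3) at day 7 and 42.3 ± 12.5 CPM (SD, n = 3) in uninjured retinas. The log2 ratio was 0.97 (standard error 0.59, adjusted p = 0.366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 3 day 7 libraries lay above the uninjured ones (exact permutation test, p = 0.1). With each library left out in turn, it stayed between 0.69 and 1.08. Exons of Snw1 overlap those of Slirp over 2914 of 6586 bp, and reads there were counted for both genes. Slirp had a log2 ratio of 0.68 at day 7 (standard error 0.56, adjusted p = 0.504 from the edgeR test). Snw1 itself had log2 ratios of 0.44 at day 1 and 0.51 at day 3, with overlapping libraries. Of the other cofactors, Maml2 and Ep300 had all day 7 libraries above the uninjured ones (those of Maml2 overlapped with CPM on total counts), with log2 ratios of 0.85 and 0.91 and adjusted p of 0.470 and 0.352 from the edgeR test.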

In murine MCs, nuclear receptor coactivator NCoA-62 (Snw1), required for MET [30], was upregulated at day 7 (0.8311 log2 ratio; Fig. 4D). These data suggest that Notch pathway may trigger murine MC-ET during injury response.

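At day 7, 13 of the 20 genes of Fig. 4D had a positive log2 ratio, 5 had an unadjusted p under 0.05, and 1, Dll1, had an adjusted p under 0.05. The lowest log2 ratio was that of Lfng, at -1.93 (standard error 0.74, adjusted p = 0.172 from the edgeR test), with all 3 libraries below the uninjured ones, which overlapped with CPM on total counts. The mean log2 ratio of the set was 0.24 (adjusted p = 0.437 from camera of limma). The paper's text prints a log2 ratio for 12 pairs of a gene and a day in murine MCs. All 12 ratios were positive, and in 8 pairs every library of the day lay above every uninjured library (10 pairs with CPM on total counts, a setting chosen after the data were seen). Chance gives groups of 3 libraries that do not overlap, in either direction, for 10% of pairs. This share assumes no shift common to many genes. At day 7, the mean log2(CPM + 1) of 10 housekeeping genes rose by 1.02 and that of 12 genes of MCs by 2.37. For both lists all 3 libraries lay above the uninjured ones, while the median log2 ratio of all genes was -0.00023. Libraries that do not overlap at day 7 therefore do not by themselves show a change specific to the listed genes. Of the 12 pairs, 6 had an unadjusted p under 0.05, 3 had an adjusted p under 0.05 over the list alone, and 1 had it over the 20848 tested genes. The list is the paper's own selection from these libraries. From its data on the Notch pathway, among them the upregulation of Notch2, Dll1, Dtx1 and Snw1, the paper proposes that this pathway may trigger murine MC-ET.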

**Fig. 4:**
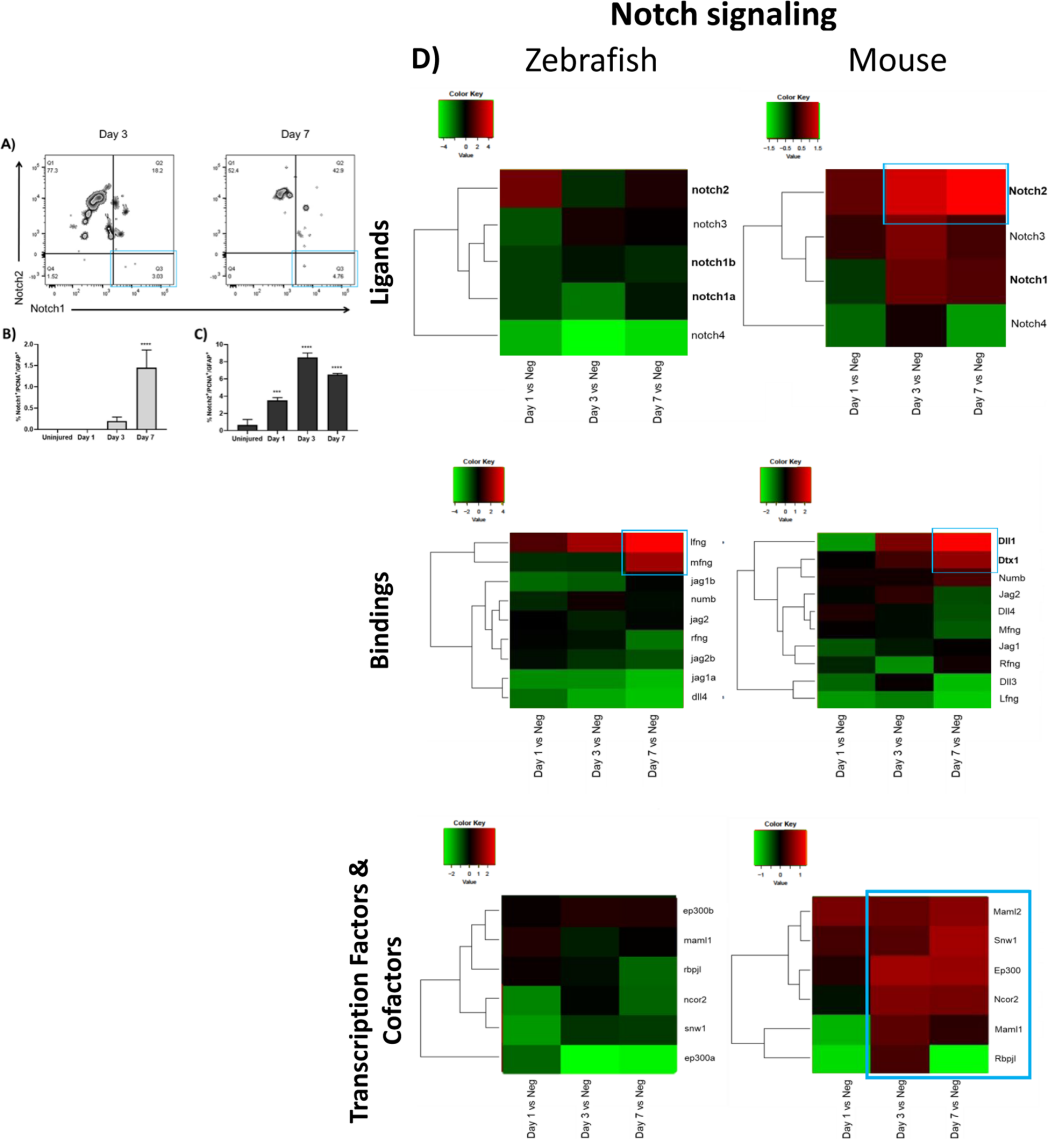
Investigation of Notch pathway during MET in murine MCs. Flow cytometry analysis of Notch isoforms in reactive MCs in mouse at the baseline (Uninjured) and at different time points after injury (Day 1, 3 and 7). (**A)** Representative figures of MCs gated for GFAP and PCNA and further for Notch1/2 at Day 3 and 7. (**B**-**C)** Histograms illustrating the mean ± SD of the number of GFAP+/PCNA+/Notch1+ cells (**B**) and GFAP+/PCNA+/Notch2+ cells (**C**) normalized by the total number of GFAP+/PCNA+ cells expressed in percentage. Significant differences (***p < 0.001 and ****p < 0.0001) between uninjured, Day 1, 3 and 7 were determined by using a post-hoc Bonferroni one-way ANOVA test (*n* = 12). (**D)** Heatmaps of receptors, ligands and transcription factors and cofactors of Notch signaling differentially expressed in sorted cycling zebrafish and murine MCs. Data are expressed as fold-changes compared to negative controls (cycling Müller from uninjured retinas). The blue boxes group the most significant genes with the highest upregulation

### Human MCs show an epithelial phenotype associated with TGFβ/notch under pathological condition

Drusen are an early pathological feature of retinal degenerations (e.g., AMD [31];). We performed H&E staining on 52 human retinal samples and selected for comparison sections with healthy RPE layer and sections with drusen accumulation beneath the pigment epithelium (*n* = 8; Fig. 5A-C). The drusen were thereby detected as either hyalinized rounded deposits (> 25 μm) or micro drusen occurring singly or in a row (< 25 μm) between the pigment epithelium and the Bruch’s membrane. Samples are subdivided in two groups (4 each group): retinas that show healthy cuboidal RPE (Neg) and retinas presenting drusen beneath the pigment epithelium (Drusen pos; Fig. 5A-C). Both groups were tested for MC reactivity (GFAP and PCNA; Fig. 5D-G), epithelial marker (E-cadherin; Fig. 5H, I), and regulators of MC-ET induction (TGFβ1/Notch2; Fig. 5K-N) by immunofluorescence. MCs were identified by either cytosolic-GS or nuclear-SOX9 positivity. We detected significant upregulation of GFAP/PCNA in all retinas presenting drusen (Fig. 5E, G, J), confirming their gliotic state. Additionally, only retinas presenting drusen (Drusen pos) showed an upregulation of E-cadherin, TGFβ1, and Notch2 (Fig. 5I, J, L, N, O). This may suggest the acquisition of an epithelial phenotype by human reactive MCs, which is associated to TGFβ1/Notch2 expressions under pathological condition.

**Fig. 5:**
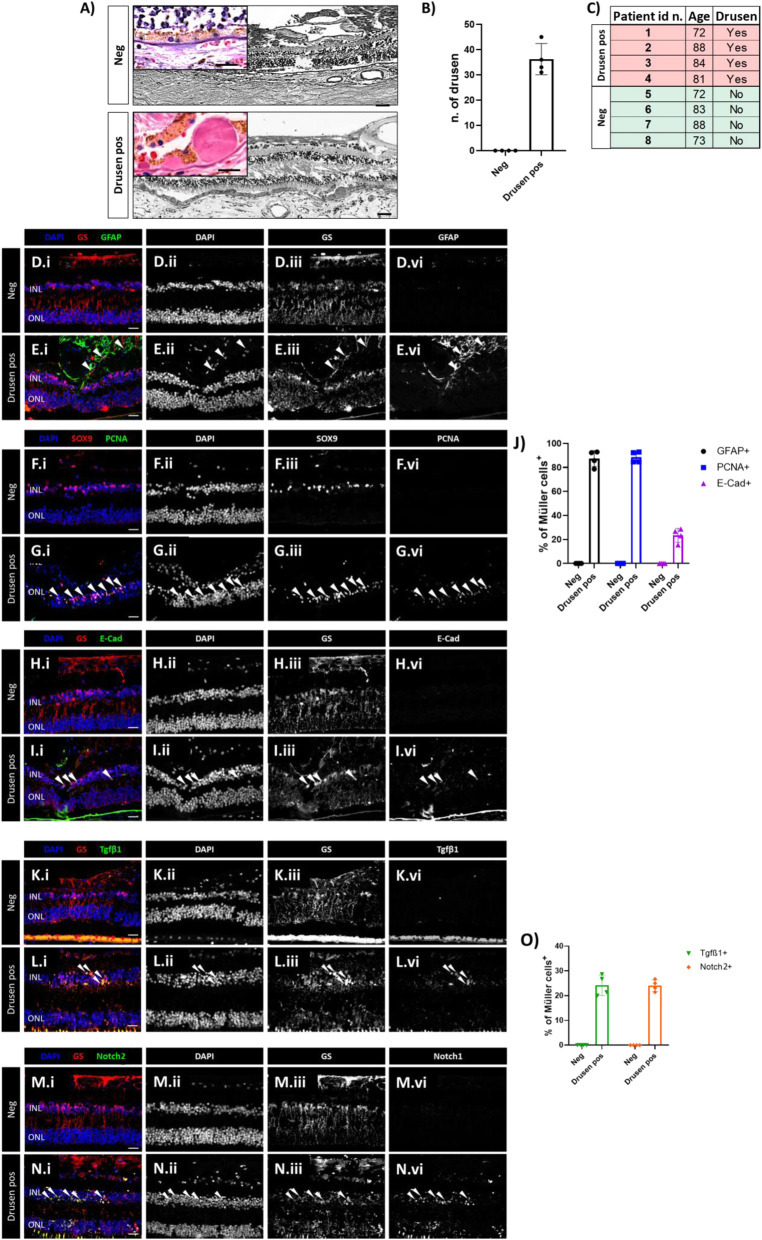
Human MCs show epithelial phenotype associated with TGFβ/Notch under pathological condition. (A) Human H&E stained sections of retinas that show healthy cuboidal RPE (Neg) and retinas presenting drusen beneath the pigment epithelium (Drusen pos). Zoom-in view showing a healthy cuboidal RPE layer (Neg, top left corner) and drusen or micro drusen underneath the RPE layer (Drusen pos, top left corner). (B) Quantification of drusen as either hyalinized rounded deposits (> 25 μm) or micro drusen occurring singly or in a row (< 25 μm) in between the RPE and the Bruch’s membrane. The analyzed length of the retina was 950 μm retina sections corresponding to the field of view. (C) Table summarizing the eight selected samples (total analyzed sections = 52) selected for H&E and immunofluorescence analysis. (D-J) Analysis of MC reactivity and phenotype of healthy retinas (Neg) and retinas presenting drusen (Drusen pos). Detection of GFAP (D.i-D.iv, E.i-E.iv), PCNA (F.i-F.iv, G.i-G.iv) and E-cadherin (H.i-H.iv, I.i-I.iv) in GS+ MCs. Shown are representative sections stained for GS and SOX9 (red), GFAP, PCNA and E-Cadherin (green). (J) Histogram illustrating the mean ± SD of the number of GFAP+, PCNA+ and E-cadherin+ cells normalized by the total number of GS+ cells expressed in percentage. Significant differences (****p < 0.0001) between “Neg” and “Drusen pos” retinas were determined by using a post-hoc Bonferroni two-way ANOVA test (*n* = 8). (K-O) Analysis of regulators of MET induction in healthy retinas (Neg) and retinas presenting drusen (Drusen pos). Detection of TGFβ1 (K.i-K.iv, L.i-L.iv) and Notch2 (M.i-M.iv, N.i-N.iv) in GS+ MCs. Shown are representative retinal sections stained for GS (red), TGFβ1, and Notch2 (green). (O) Histogram illustrating the mean ± SD of the number of TGFβ1+ and Notch2+ cells normalized by the total number of GS+ cells expressed in percentage. INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm, while in the zoom-in view corresponding to 150 μm

### Impact of erroneous cell-cycle arrest on retinal repair in zebrafish

To investigate the effects of an erroneous cell-cycle arrest on the regenerative potential of Müller cells (MCs), three different groups of zebrafish were treated (24 h) with palbociclib at days 4, 5 and 6, when the MCs are de-differentiating. The three different timepoints after treatment (Day 5, 6 and 7, respectively) were compared to each other (Fig. S3 A-D). We investigated cell-cycle progression in GS^+^ MCs by immunofluorescence for PCNA and phospho-Histone H3 (p-H3), known as a mitosis-specific marker. Additionally, we studied the DNA damage response (DDR) by HA2.X and HA2.Z staining. PCNA signal was upregulated at every timepoint investigated (Day 5, 6 and 7; Fig. S3 A.i-iv). Instead, p-H3 was not visible throughout the experiment confirming the efficiency of the pharmacological treatment (Day 5, 6 and 7; Fig. S3 B.i-iv). Therefore, zebrafish MCs irreversibly commit to the mitotic cell-cycle in an inactive state after treatment. Regarding DDR, we detected an upregulation of HA2.X, linking the DDR with an erroneous cell-cycle arrest induced in zebrafish MCs by palbociclib treatment at every timepoint investigated (Day 5, 6 and 7; Fig. S3 C.i-iv). However, HA2.Z was not observed, suggesting that cell-cycle arrest is not required to initiate repair mechanisms (Day 5, 6 and 7; Fig. S3 D.i-iv). These data suggest that induced cell-cycle arrest observed in zebrafish, as well as arrested re-entry into mitosis in mice, may be the trigger for DDR. However, cell-cycle arrest may not be linked with a proper assembly of a chromatin template, which is an efficient substrate for the DSB repair machinery. We studied the effect of palbociclib treatment on MC phenotype N-cadherin and connective tissue growth factor (CTGF), prominently elevated under fibrotic-like conditions such as gliosis [32] (Fig. S4 A.i-iv, B.i-iv). After induced cell-cycle arrest, zebrafish MCs within the damaged area adopted a pro-fibrotic phenotype throughout the experiment (Day 5, 6 and 7; Fig. S4 A.i-iv, B.i-iv). These data may link the induced cell-cycle arrest of zebrafish MCs to their expression of CTGF, known to be associated with pathological scarring in conditions such as fibrosis [33]. Furthermore, we investigated the expression of TGFβ isoforms (TGFβ1/2/3), Notch isoforms (Notch1/2), and pSmad3 after injury in palbociclib treated zebrafish at different timepoints (Day 4, 5 and 6; Fig. S4 C.i-iv, D.i-iv, E.i-iv, F.i-iv, G.i-iv, H.i-iv). Both Notch isoforms, were upregulated throughout the experiment (Day 5, 6 and 7; Fig. S4 C.i-iv, D.i-iv). Whereas, only TGFβ1 and 3 were upregulated after induced cell-cycle arrest in the injured area (Day 5, 6 and 7; Fig. S4 E.i-iv, F.i-iv, G.i-iv). The signal of pSmad3 was also detectable at every timepoint investigated (Day 5, 6 and 7; Fig. S4 H.i-iv). These data associate the expression of TGFβ isoforms, mainly TGFβ1, both Notch isoforms, and pSmad3 with cell-cycle arrest in palbociclib treated zebrafish as summarized in Fig. S4 I.

### Pharmacological TGFβ inhibition during injury response in murine MCs

MET can be induced or regulated by various growth factors involved in cell differentiation, as TGFβ, or act through receptor tyrosine kinases, as Notch [34]. Therefore, we suppressed the TGFβ pathway using pirfenidone at three different timepoints in mice: 3 h before injury (baseline), day 2 (MC-cycle arrest), and day 6 (MC-ET). Three different timepoints after injury (Day 1, 3 and 7) were compared to each other (Fig. S5 A-I). To evaluate the efficiency of TGFβ pathway inhibition by pirfenidone, we perform immunofluorescence for MC marker (GS^+^), TGFβ isoforms (TGFβ1/2/3) and, pSmad3 at different timepoints after injury (Day 1, 3 and 7; Fig. S5 A.i-iii, B i-iii, C i-iii, D i-iii). No signal of any TGFβ isoform as well as pSmad3 was visible throughout the experiment (Day 1, 3 and 7) in MCs, confirming the inhibition of TGFβ pathway during injury response following treatment (Day 5, 6 and 7; Fig. S5 A.i-iii, B i-iii, C i-iii, D i-iii). GS+ MC phenotype was analyzed by immunofluorescence for E- and N-Cadherin expression (Fig. S5 E.i-iii, F.i-iii). Both cadherins were not detectable in GS+ MCs of pirfenidone treated mice at any timepoint investigated (Day 1, 3 and 7; Fig. S5 E.i-iii, F.i-iii). These data suggest that TGFβ inhibition may maintain murine MCs in a quiescent state even after injury. Furthermore, we investigated how Notch pathway inhibition using pirfenidone affects the expression of Notch isoforms (Notch1/2) in GS+ MCs at different timepoints after injury (Day 1, 3 and 7) by immunofluorescence (Fig. S5 G.i-iii, H.i-iii). We did not detect a modulation of Notch isoforms within the injured area in MC following treatment (Fig. S5 G.i-iii, H.i-iii). Altogether, these data suggest the pivotal role of TGFβ during MCs during injury response and how TGFβ may regulate the expression of Notch pathway in murine MC in response to injury (Fig. S5 I).

### Pharmacological Notch inhibition during MC injury response

Notch pathway has been implicated in MET induction that is associated with fibrosis [35]. Thus, we inhibited Notch pathway using DAPT for 24 h in mice at 3 h before injury (baseline), day 2 (during MC-cycle arrest), and day 6 (MC-ET). The resulting timepoints of evaluation (Day 1, 3 and 7, respectively) were compared to each other (Figs. 6 and 7). To assess the efficiency of DAPT, we performed immunofluorescence for MC marker (GS^+^) and Notch1/2. Notch isoforms were not visible at any timepoint, confirming their inhibition during injury response (Day 1, 3 and 7; Fig. 6A.i-iii, B.i-iii). MC phenotype was analyzed by immunofluorescence for E- and N-cadherin. Thereby, E-cadherin was not visible in GS^+^ MCs at any timepoint after injury (Day 1, 3 and 7; Fig. 6C.i-iv). Instead, N-cadherin was upregulated at all timepoints (Day 1, 3 and 7; Fig. 6D.i-iv), suggesting that Notch inhibition may induce a mesenchymal response in murine MCs after injury. Furthermore, we investigated how DAPT affects the expression of TGFβ isoforms (TGFβ1/2/3) and p-Smad3 in GS^+^ MCs during injury response (Day 1, 3 and 7) by immunofluorescence analysis (Fig. 7A.i-iv, B.i-iv, C.i-iv, D.i-iv). All TGFβ isoforms along with p-Smad3 were upregulated in MCs. Altogether, these data may associate Notch inhibition with the expression of TGFβ isoforms, mainly TGFβ3, and p-Smad3, initiating a mesenchymal response in murine MCs in response to injury.

**Fig. 6:**
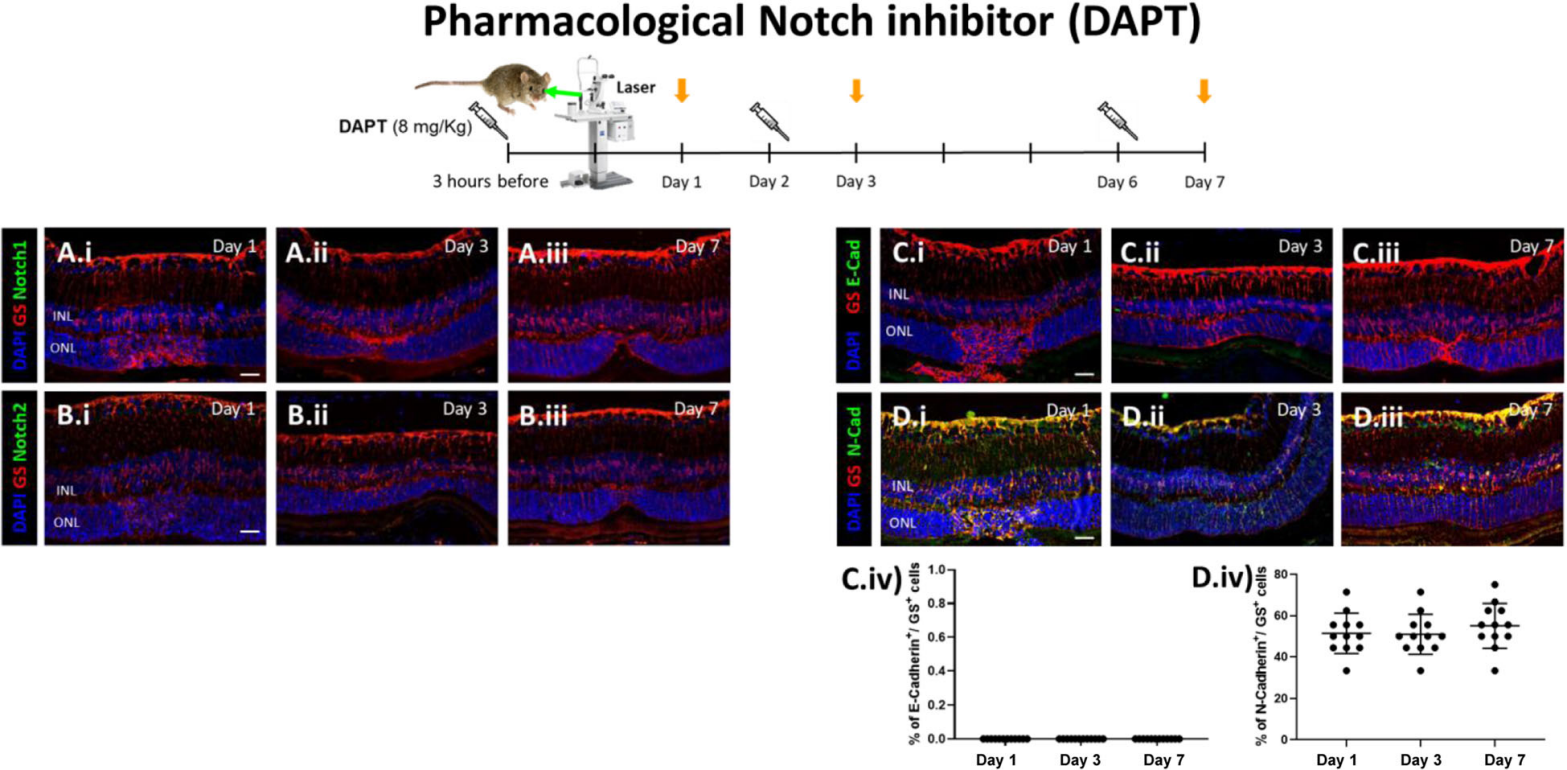
Pharmacological Notch inhibition (DAPT) increases N-cadherin expression. Mice were treated with DAPT (8 mg/kg) by intraperitoneal injection either at 3 h before injury, at day 2 or at day 6 (syringes) and euthanized 24 h after injection (orange arrows; Day 1, 3, 7, respectively). (A-B) Analysis of Notch isoforms during MC injury response in DAPT treated mice at different time points (Day 1, 3 and 7). Detection of Notch1 (A.i-A.iii) and Notch2 (B.i-B.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), Notch1/2 (green). (C-D) Analysis of MC phenotype during injury response in DAPT treated mice at different time points (Day 1, 3 and 7). Detection of E-cadherin (C.i-C.iii) and N-cadherin (D.i-D.iii) in GS+ MCs. Shown are representative sections stained for GS (red), E- and N-cadherin (green). (C.iv, D.iv) Histograms illustrating the mean ± SD of the number of Notch1^+^ and Notch2^+^ cells normalized by the total number of GS^+^ cells expressed in percentage (*n* = 12)

**Fig. 7:**
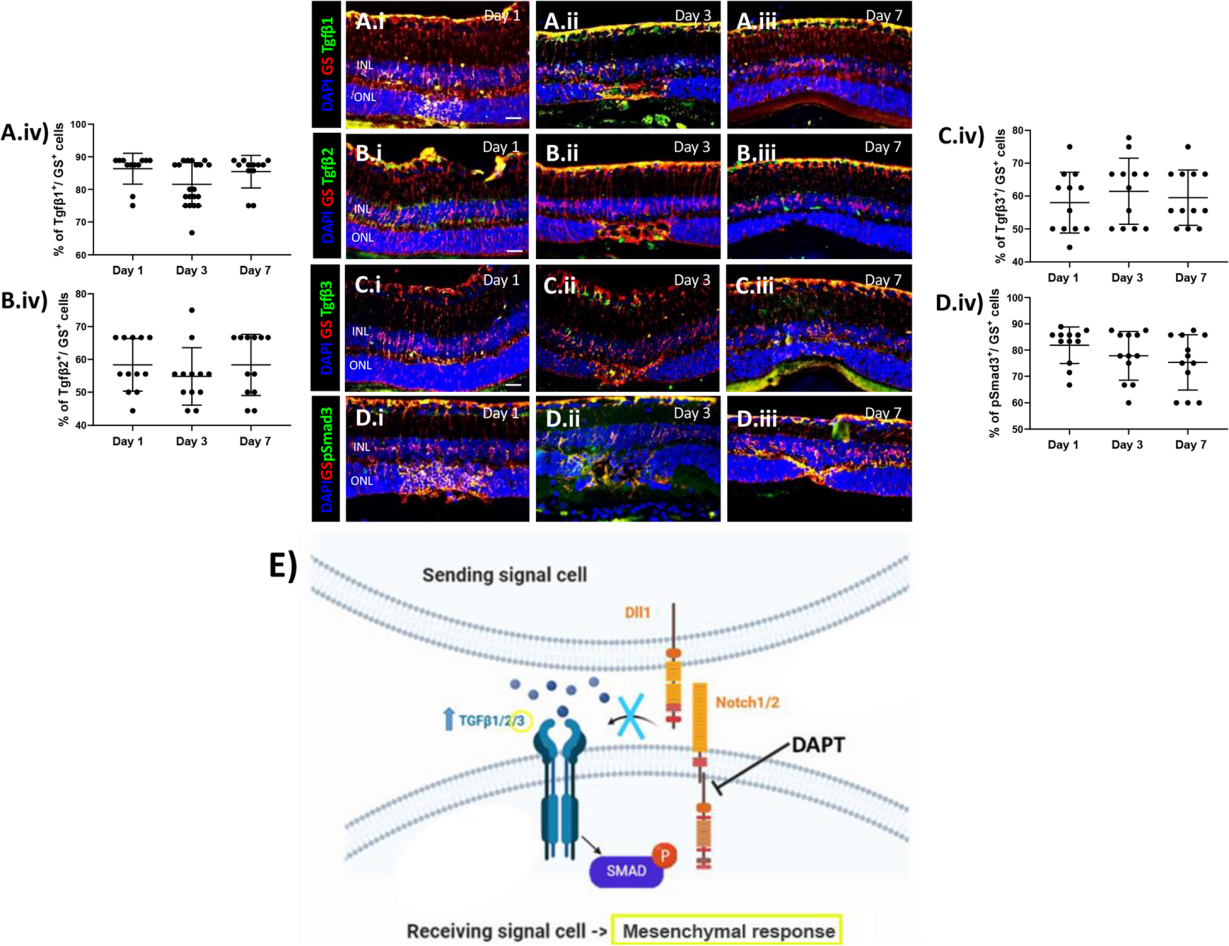
Pharmacological Notch inhibition (DAPT) increases TGFβ3 expression. (A-D) Analysis of TGFβ pathway during MC injury response in DAPT treated mice at different time points (Day 1, 3 and 7). Detection of TGFβ1 (A.i-A.iii), TGFβ2 (B.i-B.iii), TGFβ3 (C.i-C.iii) and p-Smad3 (D.i-D.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), TGFβ1/2/3 and p-Smad3 (green). (A.iv, B.iv, C.iv, D.iv) Histograms illustrating the mean ± SD of the number of TGFβ1, TGFβ2 and TGFβ3^+^ cells normalized by the total number of GS+ cells expressed in percentage (n = 12). INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm. (E) Schematic summary of molecular outcomes of DAPT treatment in murine MCs

### Pharmacological Smad3 inhibition attenuates glial scar formation

TGFβ and Notch regulate similar physiological as well as pathological processes. They also show frequent crosstalk in different tissues and organs [10]. Based on the cellular context, TGFβ/Notch can antagonize or synergize each other in a Smad3-dependent manner [36]. However, mechanisms of TGFβ/Notch interplay are unknown during reactive gliosis. Thus, we studied whether it was mediated by Smad3 and the effect on reactive gliosis. Mice were treated with either SIS3, a specific Smad3 inhibitor, or PBS by intraperitoneal injection either at 3 h before injury (baseline), at day 2 (MC-cycle arrest) or at day 6 (MC-ET). One day after injection, mice were euthanized (Day 1, 3 and 7, respectively) and the expression pattern were compared to each other at the different timepoints (Fig. 8A). To test the efficiency of SIS3 during injury response, we analyzed p-Smad3 expression in murine MCs (GS^+^) by immunofluorescence in both SIS3 and untreated groups (Fig. S6A-G). In accordance with previous studies [37], SIS3 treatment for 24 h inhibited Smad3 phosphorylation (Fig. S6A-C, G). In control animals (Untreated), p-Smad3 was detectable from day 1 (Fig. S6D, G) with the maximum signal at day 3 (Fig. S6E, G). The effects of SIS3 on MC injury response was investigated by immunofluorescence of TGFβ1/2/3 and E- as well as N-cadherin in GS^+^ MCs (Fig. 8B-H). Among TGFβ isoforms, only TGFβ3 was upregulated in response to injury in SIS3 treated mice at every timepoint (Days 1, 3, and 7; Fig. 8D.i-D.iii, E). Together with TGFβ3 upregulation, we detected downregulation of E-cadherin and an upregulation of N-cadherin (Fig. 8F-H), suggesting that SIS3-induced-TGFβ3 may trigger a mesenchymal response in murine MCs. To study the beneficial effect of SIS3-treatment throughout reactive gliosis, one group of mice was treated with SIS3 three h before injury, daily during the first 3 days after injury, and then every other day until day 14 (Fig. 9A) whereas the control group was injected with PBS (Untreated). The extent of the injured area was investigated by SD-OCT at days 7 and 14 as well as in H&E stained sections at day 14 (Fig. 9B-C) and compared to each other. At day 7 we identified the injured area as a compact dome-shaped hyper-reflective signal located between the RPE and the outer plexiform layer (OPL) in both groups (Fig. 9B). No significant difference in the hyper-reflective signal was detected between days 7 and 14 in the control group (Untreated; Fig. 9B). Interestingly, SIS3 treated mice showed a significant reduction in the injured area to ~ 68 μm at day 14 (Fig. 9B), which suggested that the pathological gliotic changes were attenuated by SIS3. Relevant differences were detected by morphometric analysis at day 14 (Fig. 9C). We observed cavity formation in the ONL and a thinning of the INL due to loss of nuclei within the damaged area in the untreated mice. Instead, the number of nuclei in the INL was doubled only in the injured area of SIS3-treated mice, possibly due to MC generation of progenitors that migrate to the ONL to restore it (Fig. 9C). Therefore, to investigate whether MC are de-differentiating after SIS3 treatment, we investigated by immunofluorescence progenitor markers, PAX6 and OTX2, in GS^+^ MCs in the injured and contralateral uninjured eyes at day 14 (Fig. 9D). Both PAX6 and OTX2 were detected in GS^+^ MCs in the injured eye only, suggesting that SIS3 may favor reprogramming of murine MCs into progenitor cells upon injury.

**Fig. 8:**
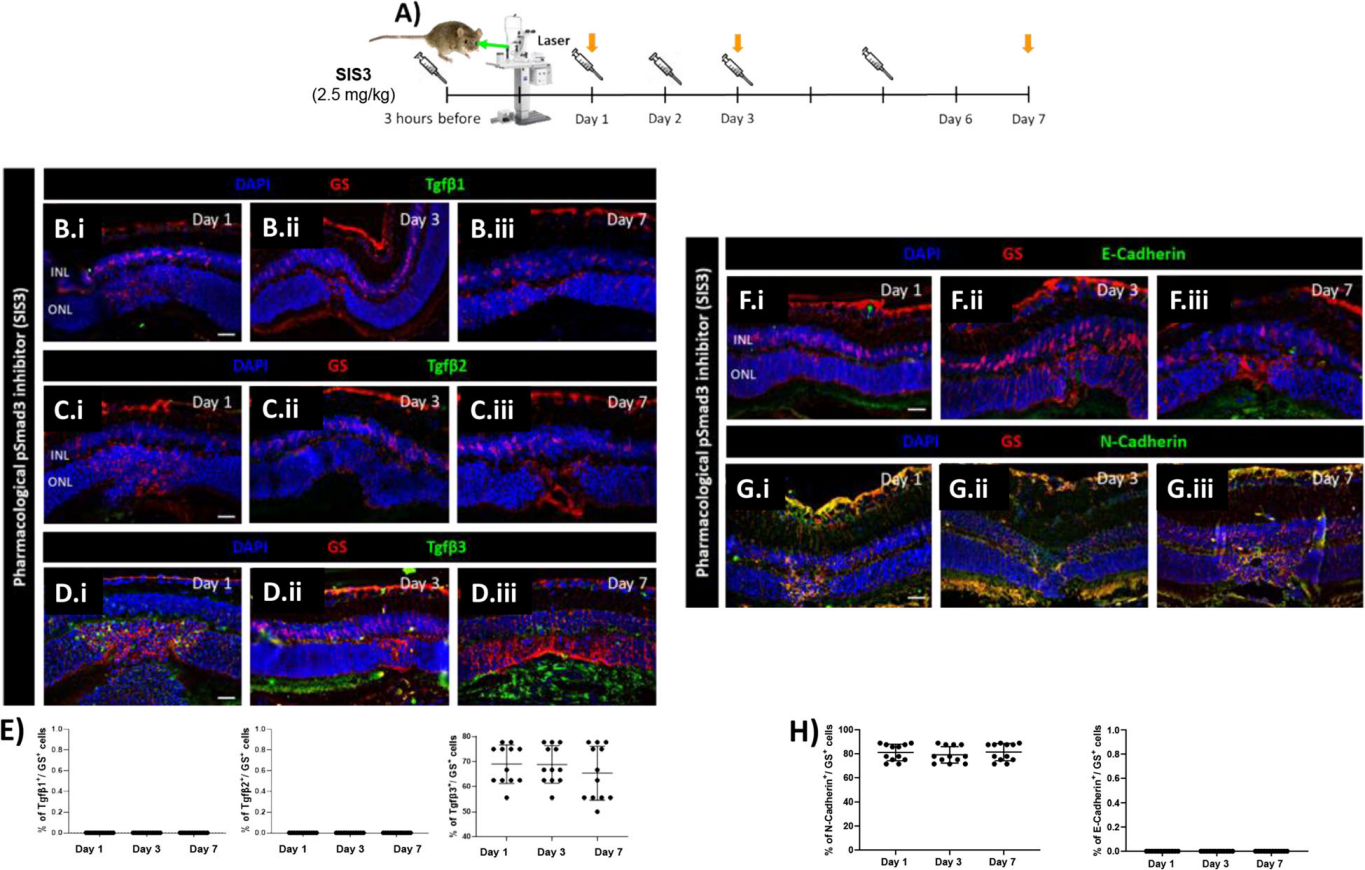
Pharmacological inhibition of p-Smad3 (SIS3) increase TGFβ3 and N-cadherin. (A) SIS3treated mice treated at 3 h before injury, at day 2 or at day 6 (syringes) and euthanized 24 h after injection (orange arrows; Day 1, 3, 7, respectively). (B-E) MC reactivity in SIS3 treated mice. Detection of TGFβ1 (B.i-B.iii), TGFβ2 (C.i-C.iii) and TGFβ3 (D.i-D.iii) in GS^+^MCs. Shown are representative sections for GS (red) and TGFβ1/2/3 (green). Histograms illustrating mean ± SD of TGFβ1, TGFβ2 and TGFβ3^+^cells normalized by total of GS^+^cells (E; n = 12). (F-H) MC phenotype in SIS3 treated mice. Detection of E-cadherin (F.i-F.iii) and N-cadherin (G.i-G.iii) in GS^+^MCs. Shown are representative sections stained for GS (red) as well as E- and N-cadherin (green). Histograms illustrating mean ± SD of E-cadherin^+^/N-cadherin^+^ cells normalized by the total of GS^+^ cells (H; n = 12)

**Fig. 9:**
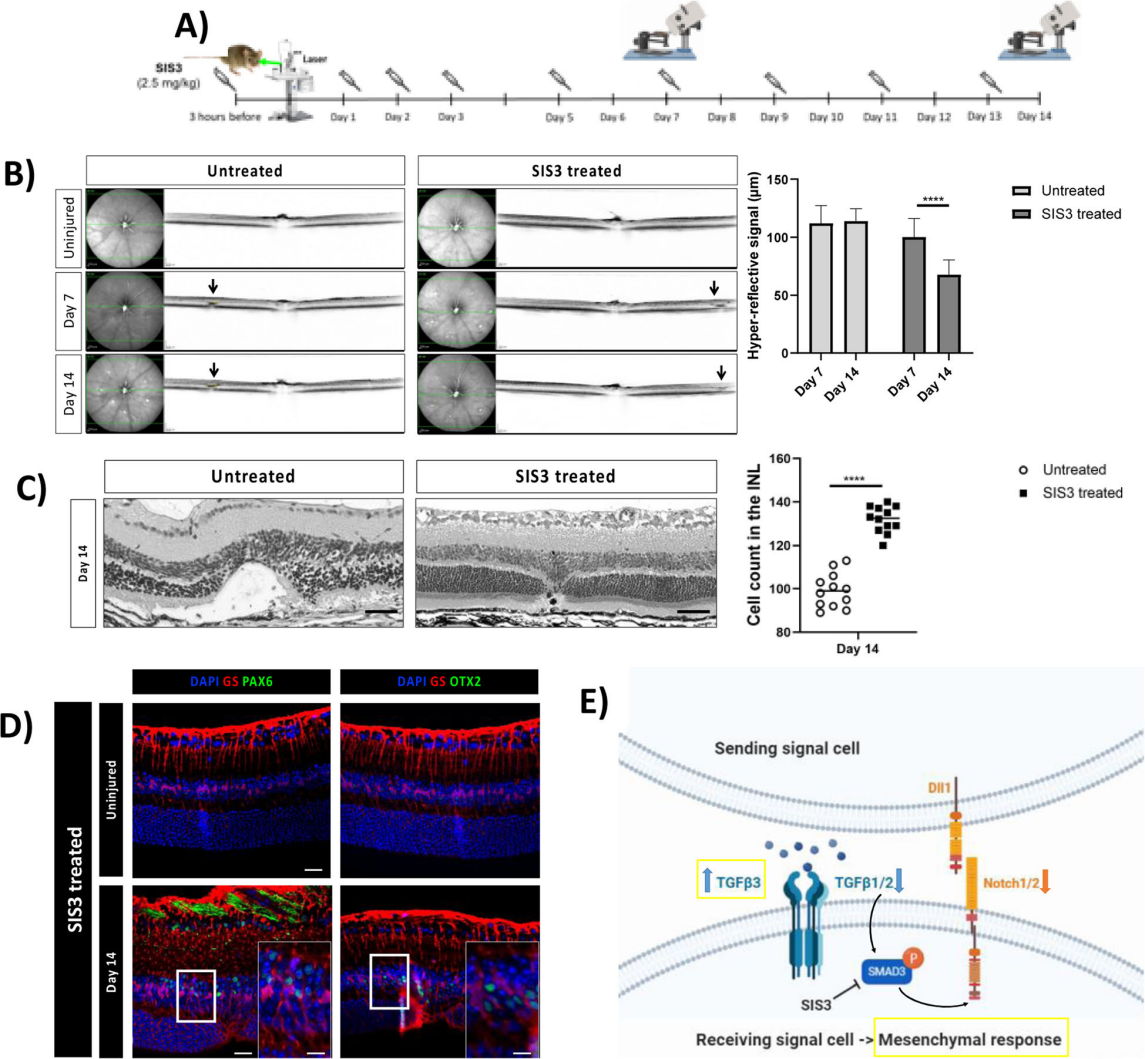
Pharmacological inhibition of p-Smad3 (SIS3) diminishes retinal damage. (**A)** SIS3 or PBS injections performed at 3 h before injury, daily during the first three days after injury, and then every other day until day 14. (**B)** IR (left) and OCT (right) images of the injury from a single animal at baseline, day 7 and 14. Arrows point to the central lesion depict the injury sites detected as hyper-reflective signal. Significant differences (****p < 0.001) between different time points were determined by two-tailed t-test (*n* = 12). (**C)** H&E-stained images of untreated and SIS3-treated retinas at day 14 after injury. Analyzed length was 100 μm, corresponding to the induced-laser burn. Significant differences in structural changes (****p < 0.0001) between untreated and SIS3 treated groups were determined by two-tailed t-test (*n* = 12). (**D)** Detection of PAX6 and OTX2 in GS^+^MCs in untreated and SIS3-treated mice. Shown are representative sections for GS (red) and PAX6 or OTX2 (green). (**E)** Schematic summary of molecular outcomes of SIS3 treatment in murine MCs. INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of the images equals 50 μm, while in the inserts corresponding to 150 μm

## Discussion

Through cross-species comparison, we determined the importance of TGFβ/Notch during MC injury response. We revealed that TGFβ/Notch interplay, in a Smad3-dependent manner, triggers MC-cycle arrest resulting in unsuccessful reprogramming during reactive gliosis in mice. Inhibiting Smad3 boost the limited regenerative potential of murine MCs. Moreover, our findings suggest a MC shift towards an epithelial lineage (MC-ET) during reactive gliosis in mammals, shedding new light into the remodeling mechanism of retinal degeneration.

Upon injury, reactive gliosis includes distinctive morphological and molecular alterations in MCs [38]. Different MC reactivity types are known. Whereas non-specific responses (upregulation of GFAP and phospho-Erk1/2) are independent of the causative stimulus, depend specific gliotic responses (upregulation of GS) on the respective pathological condition [21]. We detected a temporary expression of both non-specific and specific markers in zebrafish (Fig. 1A, C, E), which suggests a transient gliosis and its regression is concomitant with the regeneration of the photoreceptor layer. In contrast, MC gliosis in mice persists until the last timepoint investigated (Day 14; Fig. 1B, D, E). In line with previous studies [39], we showed that our injury model effectively simulates a chronic gliotic response. However, it is unclear how chronic MC reactivity in mammals exacerbates injury response leading to glial scar formation. Another important feature of MC reactivity is their exit from quiescence in response to injury [40]. We evaluated MC re-entering the cell cycle using PCNA in both animal models (Fig. 1F-H). Though we detected the simultaneous re-entry into the cell-cycle in both zebrafish and murine MCs (Day 3), in zebrafish the signal returned to baseline in the restored retina, which supports the hypothesis of a transient reactive gliosis. However, murine MCs appeared proliferative throughout the experiment. This is in contrast to the current knowledge that MC cell cycle rarely reaches S-phase. Indeed, analysis of the cellular DNA content reveled an abnormal accumulation of murine MC in G2/M-phase (Fig. 2A, B), suggesting arrested re-entry into mitosis. Mitosis is a highly dynamic process and its failure can activate DDR [41]. One of the most accepted chromatin modification markers linked to DDR is γH2A.X [42]. Its quantification in MCs showed double-strand breaks (DSBs) during injury response in mice only (Fig. S1 D-G). The activation of DDR induces the growth arrest of damaged cells and allows the DNA repair to mend the damaged DNA [43]. Therefore, we investigate H2A.Z, involved in the reorganization of chromatin architecture and in the assembly of a chromatin template [44]. We detect an activation of the DNA repair mechanisms by H2A.Z upregulation (Fig. S1 K-N), showing that murine MCs can protect the integrity of their genome from DSBs. Once repair is over, MCs should exit the checkpoints and restore retinal functionality. Instead, MCs form a gliotic scar impeding retinal regeneration in mammals. Recently, Peñalosa-Ruiz et al. [45] demonstrated that DDR is resolved by somatic cell reprogramming. Silencing of somatic genes during DDR is concurrent with the acquisition of epithelial features [46] and most of the cells are trapped in such stage. Only a minimal proportion progresses toward pluripotency [47]. In line with this idea, we identify the initial N-cadherin expression in both animal models (Fig. 3F-H), suggesting the possibility of MCs to behave as progenitor/stem cells. However, only murine MCs undergo epithelial-like changes (E-cadherin at day 7; Fig. 3A-E). The unsuccessful reprogramming into progenitors during chronic reactive gliosis illustrates that murine MCs are not able to ensure a proper segregation of the duplicated genome during injury response leading to arrested re-entry into mitosis. That may lead to DSBs with the ensuing acquisition of epithelial features by MCs during glial scar formation. MC-ET can be promoted by a variety of signals, such as TGFβ, known to mediate MET [48]. However, pathways are not independent from each other, and they can interact to form complex networks. Possibly, due to its involvement during various cellular processes (e.g., proliferation, differentiation, and apoptosis), TGFβ pathway interacts with other pathways during MET [49]. TGFβ cytostatic response, characterized by DDR, requires Notch. Furthermore, Notch controls transition through late stages of the cell-cycle and its timing is crucial for determining the decision of precursors to progress to a neural fate [50]. Recently, we investigated TGFβ family members and the downstream signaling mediators that are associated with repair mechanisms in zebrafish and in mice. We showed that TGFβ3 promotes regeneration via TGFβ canonical pathway in zebrafish MCs [6]. Whereas, in mice, TGFβ1/2 evokes the activation of the non-canonical TGFβ pathway during scar formation. Here, we identified the activation of Notch pathway via Notch1/2 in response to injury in mice only (Fig. 4A-D). The simultaneous activation of TGFβ and Notch in murine MCs suggests their combined action during chronic reactive gliosis. Despite of many studies, significant questions arise regarding the relevance of murine injury model to human retinal degeneration. Upon injury, murine MCs undergo chronic reactive gliosis, pathological feature observed in most human neurodegenerations [51]. To determine the significance of our findings, we subdivided human retinas in samples with healthy cuboidal RPE, and retinas with drusen (Fig. 5A-C). We confirmed the gliotic response occurring together with the acquisition of an epithelial phenotype by human reactive MCs solely in retinas presenting drusen (Fig. 5D-J). Furthermore, we detected TGFβ1/Notch2 expressions in human gliotic MCs only (Drusen pos: Fig. 5K-O). Altogether, these data indicate a direct link between MC-ET and TGFβ/Notch during chronic reactive gliosis in human, as in mice during injury response. We systematically investigated the impact of arrested re-entry into mitosis on retinal regeneration in zebrafish, and either TGFβ or Notch inhibition on reactive gliosis in mice. Palbociclib was used to induce cell-cycle arrest in order to investigate if that is sufficient to stimulate MC-ET in zebrafish (Days 4, 5 and 6; Fig. S3 A-D). Although we showed DDR upon this treatment by HA2.X upregulation, we did not detect H2A.Z, involved in DNA repair mechanism (Fig. S3 C-D). These data suggest that the induced cell-cycle arrest in zebrafish as well as arrested re-entry into mitosis in mouse may be the trigger for DDR. However, it will not lead to a proper assembly of a chromatin template, which is an efficient substrate for the DSB repair machinery (Fig. S3 D). Additionally, we found a consistent association between DDR in MCs and a fibrotic-like outcome (CTGF), at the expense of MC mesenchymal (neural) potential (N-cadherin; Fig. S4 A-B). CTGF is linked to MET in the pathogenesis of fibrotic diseases (e.g., renal, myocardial, pulmonary fibrosis) [52]. Unfortunately, we could treat zebrafish for 24 h only as further addition of the drug led to behavioral alterations (e.g., changes in activity, schooling behavior, social interaction) and, thus, the fish had to be excluded from the study. Nevertheless, these data allowed us to discriminate the effect of DNA damage from its repair and, therewith, to propose MC-ET as a repair mechanism following cell-cycle arrest. MET-associated fibrosis is regulated by various molecular mechanisms, among which Notch and TGFβ are important regulators [53, 54]. After treatment, we found an upregulation of Notch1/2 in zebrafish MCs (Fig. S4 C-D), suggesting that DDR may be linked to Notch1/2 [55]. Contradicting each other, we detected the expression of both TGFβ1, which endorses fibrosis, and the anti-fibrotic TGFβ3 [56]. Therefore, we deduced how palbociclib may induce DDR enough to show the link between Notch1/2 and TGFβ1 during scar formation. Contrariwise, palbociclib carcinogenicity limited the possibility to verify the long-term effect of DDR, possibly impeding TGFβ3 downregulation and the detection of zebrafish MC-ET. Pirfenidone has been already employed in clinical trials for the treatment of fibrosis [57] and displayed the potential to revert TGFβ-induced MET [58]. Thus, we treated mice during early injury response (baseline to Day 1), MC-cycle arrest (Day 2–3), and MC-ET (Day 6–7; Fig. S5 A-I). TGFβ inhibition hindered both E- and N-cadherin and Notch1/2 expressions in mice trapping MCs into quiescence even after injury (Fig. S5 E-H). However, targeting TGFβ may affect other physiological mechanisms (e.g., wound healing, immune regulation), owing its pleiotropic nature. Pirfenidone revealed that TGFβ may act upstream of Notch. Notch pathway is essential for cell fate during embryogenesis, stem cell self-renewal, and tissue differentiation [59]. Notch is also critical for the pathogenesis of fibrotic diseases and it is involved in the induction of MET [9, 54]. Given that we were determined to preserve TGFβ and prevent MC-ET-associated fibrosis, we used a pharmacological inhibitor of γ-secretase (DAPT) to block Notch action [60]. Mice were treated for 24 h during early injury response, MC cell-cycle arrest, and MC-ET (Fig. 6A-I). DAPT boosted N-cadherin expression in murine MCs at every stage of the injury response (Fig. 6D). Concomitant with MC mesenchymal response, DAPT promoted anti-fibrotic TGFβ3, but kept the expression of pro-fibrotic TGF1/2 (Fig. 7A-E). Therewith, we revealed a potential differentiation-inducing effect of DAPT. Transient exposure with DAPT may drive MCs towards restoring the retina. Prolonged DAPT treatment could be detrimental because it might interfere with MC reactivity, which is regulated by Notch signaling. However, no study has described the timeline during which Notch has to be inactive to cause neural de-differentiation. Short-term DAPT treatment (24 h) confirmed the link between TGFβ/Notch. However, pro-fibrotic TGFβ response seems independent to Notch inhibition (Fig. 7A-B). Both inhibitions of either TGFβ or Notch were ineffective to induce further improvements during injury response in mice. Ultimately, we hypothesize that the combined action of TGFβ/Notch may mediate MC-ET. Mechanistically, TGFβ/Notch interplay can occur at multiple levels [10]. TGFβ cooperates with Notch in a Smad3-dependent manner [36] and both synergistic as well as antagonistic effects of TGFβ/Notch interplay have been reported in various cellular contexts [61]. However, outcomes of their interaction during chronic reactive gliosis in mammals have not been reported to date. In line with this, we observed p-Smad3 signal in mice independently from the activation of the non-canonical TGFβ signaling after injury [6]. Furthermore, most of TGFβ pro-fibrotic activities are mediated by Smad3 and genetic deletion of Smad3 interferes with TGFβ-mediated MET in fibrotic diseases [62]. We presumed that blocking Smad3 may attenuate TGFβ/Notch interplay and interfere with glial scar formation in mice. Small molecule inhibitors of Smad3, might have an incredible clinical potential in the treatment of MET-associated fibrotic diseases, as chronic reactive gliosis. Therefore, we suppressed p-Smad3 using SIS3 during early injury response, MC cell-cycle arrest, and MC-ET in mice (Figs. 8 and 9). Once more, TGFβ3 hand-in-hand with N-Cadherin favored a mesenchymal response at the expense of MC-ET via TGFβ1/2 after injury (Fig. 8B-H). Transient treatment (24 h) with SIS3 ameliorated MC injury response at every stage investigated (Fig. 8A-H). Based on this promising data, we extend SIS3 treatment to until day 14 (Fig. 9A-D). SIS3 treated mice displayed a significant reduction of the glial scar unlike control group (Fig. 9B-C). The reduction of the glial scar was associated with MC de-differentiation at day 14, showing that, after SIS3 treatment, murine MCs are capable to exit their quiescence state, critical step toward regeneration. In our study, SIS3 showed the potential to modulate MC-ET-associated fibrosis, but also reduced the glial scar in vivo by stimulating MC de-differentiation. Furthermore, SIS3 treatment reveals the possible communication between TGFβ1/2 with Notch1/2 and their combined action might promote the transition from a mesenchymal to an epithelial phenotype in mammalian MCs (MC-ET) after injury. Thus, Smad3 seems a promising target to ameliorate the detrimental effects of chronic reactive gliosis, such as glial scar formation known as a physical barrier of retinal regeneration in mammals [63].

## Conclusions

Summarizing our previous and current findings, DDR may stimulate MC pro-fibrotic response and TGFβ interplay with Notch via Smad3, culminating in the acquisition of epithelial features in mammalian MCs (MC-ET). Furthermore, we propose that blocking the combined action of TGFβ/Notch unlocks MC mesenchymal response via TGFβ3. Our findings open new avenues for research aimed at developing therapeutic strategies on endogenous repair of the retina.

## Supplementary Information

**Additional file 1: Figure S1.** DDR response and repair in zebrafish and murine MCs in response to injury. (A-G) Analysis of MC DDR response in zebrafish and mice at the baseline (Uninjured) and at different time points after injury (Day 1, 3 and 7). Detection of H2A.X in GS^+^ MCs after laser induction in zebrafish (A-C) and mice (D-F). Shown are representative retinal sections stained for GS (red) and H2A.X (green). Zoomed-in view of murine GS^+^/H2A.X^+^ cells of the area defined by a blue frame at Day 3 (E.i-E.iv). White arrowheads mark double-positive cells. (G) Histograms illustrating the mean ± SD of the number of H2A.X^+^ cells normalized by the total number of GS^+^ cells expressed in percentage. Significant differences (****p < 0.0001) between uninjured and injured retinas were determined by using a post-hoc Bonferroni one-way ANOVA test (*n* = 12). (H-N) Analysis of MC DNA repair in zebrafish and mice at the baseline (Uninjured) and at different time points after injury (Day 1, 3 and 7). Detection of H2A.Z in GS^+^ MCs after laser induction in zebrafish (H-J) and mice (K-M). Shown are representative retinal sections stained for GS (red) and H2A.Z (green). Zoomed-in view of murine GS^+^/H2A.Z^+^ cells of the area defined by a blue frame at days 1 and 3 (K.i-K.iv, L.i-L.iv). White arrowheads mark double-positive cells. (N) Histograms illustrating the mean ± SD of the number of H2A.Z^+^ cells normalized by the total number of GS^+^ cells expressed in percentage. Significant differences (****p < 0.0001) between uninjured and injured retinas were determined by using a post-hoc Bonferroni one-way ANOVA test (n = 12). INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm, while in the zoom-in view corresponding to 150 μm. **Figure S2.** Ingenuity pathway analysis to investigate changes in gene expression during MC-ET. Data are expressed as fold-changes or Log ratio compared to negative controls (cycling MCs from uninjured retinas). **Figure S3.** Efficiency of palbociclib pharmacological treatment in zebrafish. (A-D) Evaluation of pharmacologically induced G2/M arrest using palbociclib in zebrafish MC at different time points after injury (Day 1, 3 and 7). Zebrafish were immersed in palbociclib water (tubes; 2 μM final concentration in tank water) at different time points (Day 4, 5 and 6) after injury induction. One day after treatment, zebrafish were euthanized (orange arrows; Day 5, 6 and 7). Detection of PCNA (A.i-A.iii), p-H3 (B.i-B.iii), H2A.X (C.i-C.iii) and H2A.Z (D.i-D.iii) in GS^+^ MCs after laser induction in zebrafish. Shown are representative retinal sections stained for GS (red) and PCNA, p-H3, H2A.X and H2A.Z (green). (A.iv, B.iv, C.iv, D.iv) Histograms illustrating the mean ± SD of the number of PCNA^+^, p-H3^+^, H2A.X^+^ and H2A.Z^+^ cells normalized by the total number of GS^+^ cells expressed in percentage. INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm. **Figure S4.** Pharmacological G2/M arrest (palbociclib). (A-B) Analysis of MC phenotype in palbociclib treated zebrafish at different time points (Day 5, 6 and 7). Detection of N-Cadherin (A.i-A.iii) and CTGF (B.i-B.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red) and N-Cadherin/CTGF (green). (A.iv, B.iv) Histograms illustrating the mean ± SD of the number of N-Cadherin^+^ and CTGF^+^ cells normalized by the total number of GS^+^ cells expressed in percentage (n = 12). (C-D) Analysis of Notch isorforms during MC injury response in palbociclib treated zebrafish at different time points (Day 5, 6 and 7). Detection of Notch1 (C.i-C.iii) and Notch2 (D.i-D.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red) and Notch1/2 (green). (C.iv, D.iv) Histograms illustrating the mean ± SD of the number of Notch1^+^ and Notch2^+^ cells normalized by the total number of GS^+^ cells expressed in percentage (n = 12). (E-H) Analysis of TGFβ pathway during MC injury response in palbociclib treated zebrafish at different time points (Day 5, 6 and 7). Detection of TGFβ1 (E.i-E.iii), TGFβ2 (F.i-F.iii), TGFβ3 (G.i-G.iii) and pSmad3 (H.i-H.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), TGFβ1/2/3 and pSmad3 (green). (E.iv, F.iv, G.iv, H.iv) Histograms illustrating the mean ± SD of the number of TGFβ1^+^, TGFβ2^+^, TGFβ3^+^ and pSmad3^+^ cells normalized by the total number of GS^+^ cells expressed in percentage (n = 12). INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm. (I) Schematic summary of molecular outcomes of palbociclib treatment in zebrafish MCs. **Figure S5.** Pharmacological TGFβ inhibition (pirfenidone). Mice were treated with pirfenidone (50 mg/kg) by intraperitoneal injection either at 3 h before injury, at day 2 or at day 6 (syringes) and euthanized 24 h after injection (orange arrows; Day 1, 3, 7). (A-D) Analysis of TGFβ pathway during MC injury response in pirfenidone treated mice at different time points (Day 1, 3 and 7). Detection of TGFβ1 (A.i-A.iii), TGFβ2 (B.i-B.iii), TGFβ3 (C.i-C.iii) and pSmad3 (D.i-D.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), TGFβ1/2/3 and pSmad3 (green). (E-F) Analysis of MC phenotype during injury response in pirfenidone treated mice at different time points (Day 1, 3 and 7). Detection of E-Cadherin (E.i-E.iii) and N-Cadherin (F.i-F.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), E−/N-Cadherin (green). (G-H) Analysis of Notch isoforms during MC injury response in pirfenidone treated mice at different time points (Day 1, 3 and 7). Detection of Notch1 (G.i-G.iii) and Notch2 (H.i-H.iii) in GS^+^ MCs. Shown are representative sections stained for GS (red), Notch1/2 (green). INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm. (I) Schematic summary of molecular outcomes of pirfenidone treatment in murine MCs. **Figure S6.** Efficiency of SIS3 pharmacological treatment in mice. (A-G) Analysis of pSmad3 inhibition using SIS3 in murine MC at different time points after injury (Day 1, 3 and 7). Detection of pSmad3 in GS^+^ MCs after laser induction in SIS3 treated (A-C) and untreated mice (D-F). Shown are representative retinal sections stained for GS (red) and pSmad3 (green). (G) Histogram illustrating the mean ± SD of the number of pSmad3^+^ cells normalized by the total number of GS^+^ cells expressed in percentage. INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar of all images equals 50 μm.

## Data Availability

RNA-Sequencing data have been deposited in the Gene Expression Omnibus database with accession numbers: GSE132141 (zebrafish) and GSE132140 (mouse). Additional data that support the findings of this study can be found in Supplementary Information.

## Abbreviations

DAPT: (2*S*)-*N*-[(3,5-Difluorophenyl)acetyl]-L-alanyl-2-phenyl] glycine 1,1-dimethylethyl ester
DDR: DNA damage response
Erk: Extracellular signal-regulated kinases
GFAP: Glial fibrillary acidic protein
GFP: Green fluorescent protein
GS: Glutamine synthetase
MC: Müller cells
MC-ET: Müller cell-epithelial-transition
MET: Mesenchymal-epithelial-transition
OTX2: Orthodenticle homeobox 2
PAX6: Paired box protein 6
Rlbp 1: Retinaldehyde-binding protein 1
SD-OCT: Spectral domain-optical coherence tomography
SIS3: Specific inhibitor of Smad3
Smad3: Mothers against decapentaplegic homolog 3
TGF: Transforming growth factor

How the deposited data were processed for this re-analysis (not part of the article)

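RNA from sorted MCs of Rlbp1:GFP mice was measured in 12 libraries, 3 each from uninjured retinas and from retinas at days 1, 3 and 7 after laser injury. Sample labels and the paper's methods give the group of each library. The labels also number the libraries of each group from 1 to 3, and these numbers are the only source of a pairing between groups. The zebrafish libraries, flow cytometry and immunofluorescence were not analysed here.

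The authors cleaned the reads with Trimmomatic, aligned them with STAR to GRCm38 with Ensembl gene annotation and counted them on genes with featureCounts. They left out reads of low mapping quality, counted primary alignments of multi-mapping reads, and counted a read that overlapped several genes for each of them. The authors deposited raw counts of reads per gene, one file per library, without normalization. The paper's text does not state whether counting was stranded or how the genes in the deposited counts were chosen. For differential expression the paper names DESeq2, an exact test adapted for over-dispersed data and an adjusted p under 0.05 by the Benjamini-Hochberg method.

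The deposited counts cover 25700 Ensembl genes, of which 489 had no read in any library. A gene name was found for 25664 identifiers in the GENCODE annotation of GRCm38, and 25587 had a GC content and an exon length. Between 1772729 and 7716627 reads per library were counted on genes. At this depth, 3 reads correspond to between 0.389 and 1.69 CPM, and this floor covers counting error only. The counts of any 2 libraries differed in at least 23441 genes, so that no 2 libraries hold the same counts.

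Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 reads in at least 3 libraries were kept, which left 20848 genes. Library sizes were scaled with TMM factors, and dispersions were estimated with the robust option from all 12 libraries in a model with 1 coefficient per group and no replicate block. The quasi-likelihood test was applied to each day against uninjured retinas, to day 7 against day 3, and to any difference among the 4 groups. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05. The standard error of a log2 ratio is the ratio divided by the square root of its F statistic. For single genes, log2(CPM + 1) was also compared by a two-sided exact permutation test of 3 libraries against 3, which cannot give a p below 0.1. For the pairs of a gene and a day whose log2 ratio the paper prints, p-values were adjusted over that list of 12 as well.

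The genes of Fig. 3B and of Fig. 4D were tested as 2 sets with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 6 tests. Marker genes of retinal cell types, of gliosis, of the cell cycle and of housekeeping were listed before the data were examined, and a list of 4 genes of red blood cells was added afterwards. The level of a list is the mean log2(CPM + 1) of its genes in a library. Olfactory and vomeronasal receptor genes, 1510 in all, served as a measure of reads on silent genes, in reads per kb of exon, and their 95th percentile in each library as the limit for single genes.

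The genes named in the text follow a rule set before the data were examined. They are the murine genes that the paper names in its RNA-seq text, in Fig. 3B and in Fig. 4D, or whose protein it stained, and for each day the 5 genes with the smallest p among those past the threshold whose 3 libraries all lay above or all below the uninjured libraries. Slirp was added because its exons overlap those of Snw1. Some genes that the rule covers are not reported here.

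The alternatives were DESeq2 1.42.0 with its own size factors and filter, limma-voom with sample quality weights, RLE size factors, total counts only, the filterByExpr filter, no filter, only the groups compared in the model, a replicate block, other set tests, and leaving out each library of the compared groups in turn. For the marker lists, a pseudocount of 0.1, total CPM of the list and CPM on total counts were used.

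The tests were also run on simulated data with the dispersions of these libraries, in which 200 of 20848 genes were changed. The quasi-likelihood test of edgeR called 72 genes, of which 69 were changed genes and 3 were not, and it found 54 of the 100 genes changed by 3 on the log2 scale. DESeq2 called 140 genes, of which 114 were changed and 26 were not, and limma-voom called 50 changed genes and 0 others. In a comparison without changed genes, the quasi-likelihood test called 0 genes.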

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

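The tests of red blood cell genes and of the other cell type lists at day 3, of CPM on total counts, of a mislabelled library, of MC markers against housekeeping genes and of rod RNA were chosen only after the result was seen.

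Day 7 and day 3 were compared directly, and 56 genes differed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with 47 higher and 9 lower at day 7. Of the 4 splits of the 6 libraries that part all same-numbered libraries, 1, the real one, gave as many genes, and the others gave 0, as did the 6 splits that part 1 such pair. With 4 splits no share under 0.05 is possible, so that this count cannot rule out a random split and is no evidence for one. The day 3 libraries differed among themselves. Spearman's rho across genes was 0.646 between day 3 replicates 1 and 2, 0.656 between replicates 1 and 3, and 0.568 between replicates 2 and 3. Replicate 3 had a mean rho of 0.809 with the day 7 libraries, below the lowest rho of 0.875 among the day 7 libraries, which speaks against a mislabelled day 7 library. Replicates 1 and 2 carried at least 2.70 reads per kb, scaled to library size, on olfactory and vomeronasal receptor genes, against at most 1.63 in the other 10 libraries, so that more genomic DNA in these 2 libraries may add to the spread at day 3, although replicate 1 was as close to replicate 3 as to replicate 2. Without day 3 replicate 3, 3146 genes differed between the days, and with total counts only 555 did.

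Dll1 differed between the days in opposite directions from uninjured retinas, lower in 3 of 3 libraries at day 1 (overlapping with CPM on total counts) and higher in 3 of 3 at days 3 and 7. The difference of the log2 ratios was 2.75 between days 3 and 1 (adjusted p = 0.0409) and 4.19 between days 7 and 1 (adjusted p = 0.00242), both from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. After the receptor background was subtracted, its log2 ratio at day 7 was 3.02 (adjusted p = 0.353 from edgeR).

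Rlbp1 was below the uninjured libraries in 3 of 3 libraries at day 3 (overlapping with CPM on total counts) and above them in 3 of 3 at day 7, a difference of 2.82 that did not pass the threshold (adjusted p = 0.0527 from the edgeR quasi-likelihood test). MC markers as a list rose by 2.37 at day 7 and housekeeping genes by 1.02. More messenger RNA relative to background reads would raise both lists alike, and the MC markers rose by 1.35 more, so that this alone leaves a part of the rise unexplained.

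Genes outside those that the paper discusses changed at day 1. These were Fn1 (log2 ratio 3.10), Ccl12 (at least 51.1-fold higher), Aldh3a1 (7.32), Lcn2 (5.27) and Timp1 (4.31), each higher in 3 of 3 libraries with an adjusted p of 0.0479 from the edgeR quasi-likelihood test. Of the 4 splits that part all same-numbered libraries, 1, the real one, gave as many genes, and the highest of the others gave 1, while the 6 splits that part 1 such pair gave 0. This count could not have ruled out a random split and is no evidence for one. Markers of microglia or macrophages rose by 1.19 (exact permutation test, p = 0.2), and the libraries overlapped with the uninjured ones, while with CPM on total counts they rose by 1.46 and all 3 lay above. Vascular markers rose by 1.03 (exact permutation test, p = 0.1), and by 1.30 with total counts, with all 3 libraries above both times. Housekeeping genes also rose at day 1, by 0.83, and by 1.10 with total counts, with all 3 libraries above both times. Both lists rose by less than any of these 5 genes.

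At day 3, genes that the paper does not discuss were lower in 3 of 3 libraries. A930003A15Rik was at least 55.2-fold lower, and the log2 ratios were -5.73 for Hba-a2, -5.33 for Hba-a1, -5.39 for Ttr and -4.79 for Cplx4, with adjusted p from 0.00101 to 0.00192 (edgeR quasi-likelihood test). Of the 4 splits, 1, the real one, gave as many genes, and the other 3 gave 0. Markers of rods changed by -2.74 at day 3, and less RNA of other cells in these libraries may account for this. Red blood cell markers changed by -4.37, but this list was made after Hba-a1 and Hba-a2 were seen and holds both, and the RPE list holds Ttr, so that these 2 lists are no separate support for the change of those genes. Markers of cones (-2.08), bipolar cells (-1.42), amacrine cells (-0.77), ganglion cells (-0.98), RPE (-1.68) and vessels (-0.59) also lay below the uninjured libraries in 3 of 3 libraries (exact permutation test, p = 0.1 each). With CPM on total counts, the lists of red blood cells (-3.45), rods (-1.69) and cones (-1.08) still did so, while the others overlapped, with amacrine cells at 0.14 and vessels at 0.43. Markers of microglia or macrophages did not fall at day 3, at 0.15 with overlapping libraries, and at 1.18 with all 3 libraries above on total counts. At day 7, red blood cell markers changed by -3.40 and rod markers by -0.17 (0.27 with CPM on total counts). Markers of cones (-1.29), amacrine cells (-0.61) and RPE (-0.94) lay below the uninjured libraries in 3 of 3 day 7 libraries. Those of bipolar cells, ganglion cells, microglia or macrophages and vessels overlapped. With CPM on total counts, cones (-0.86) and RPE (-0.53) still lay below, and amacrine cells overlapped. Less RNA of other cells cannot be told apart from a change in MCs.

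At day 7, genes that the paper does not discuss were Pdyn (log2 ratio 5.83, adjusted p = 0.000893), C4b (4.36), Hbb-bs (-4.04), Mlc1 (3.51) and Nat8f4 (4.06), the last 4 with an adjusted p of 0.00668 (edgeR quasi-likelihood test), each changed one way in 3 of 3 libraries. Of the 330 genes past the threshold at day 7, at most 280 and at least 259 also passed in 10 thinnings of all libraries to 1772729 reads. After each library's trend on GC content and exon length was removed, 227 genes passed, of which 219 were among the 330. Without the 50 genes with the most reads, 239 of the 330 passed, and 22 of the 330 were themselves among those 50. After the receptor background was subtracted, 57 of the 330 passed. Of the 323 that could still be tested, 323 kept their direction, with a median absolute log2 ratio of 2.90 before and 3.03 after, while the common coefficient of variation rose from 0.587 to 0.947. With the same subtraction, 97 genes passed at day 3, against 94 before. Why fewer passed at day 7 was not tested, and this test alone cannot tell background reads on silent genes from other explanations of the day 7 changes. Of the 4 splits, 1, the real one, gave as many genes, and the other 3 gave 0.

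Reads appeared on olfactory and vomeronasal receptor genes, which the paper does not report on. In the median library, 87.1% of the 1510 genes had a read, and in 12 of 12 libraries their counts rose with exon length, with Spearman's rho from 0.402 to 0.589 across genes. Genomic DNA in the libraries may be their source. Their median log2 ratio was -0.58 at day 1, -0.15 at day 3 and -1.37 at day 7, where 5 of the 1005 tested receptor genes passed the threshold. The test of any difference among the 4 groups gave 417 genes, and 2 of 100 groupings of the 12 libraries, the real one included, gave as many, with a median of 0 and a maximum of 476 in the drawn groupings.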

How the results depend on the processing

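The alternatives were set before the data were examined, except CPM on total counts and leaving out libraries for the marker levels, CPM on total counts for the order of the libraries of single genes, leaving out libraries for the rank of Wnt5b, and leaving out libraries of groups outside a comparison, which were chosen after seeing the data.

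With DESeq2, 93 genes passed at day 1 (85 higher, 8 lower), 427 at day 3 (196 higher, 231 lower), 1258 at day 7 (806 higher, 452 lower), 1312 between days 7 and 3 (478 higher, 834 lower) and 1717 in the test of any difference. They included 5 of the 5, 91 of the 94 and 328 of the 330 genes of days 1, 3 and 7. With limma-voom and sample quality weights, the counts were 231 (218 higher, 13 lower), 112, 1967 (1529 higher, 438 lower), 485 (368 higher, 117 lower) and 3078. With total counts only, they were 200 (198 higher, 2 lower), 3229 (3148 higher, 81 lower), 2034 (1964 higher, 70 lower), 555 (58 higher, 497 lower) and 3921. Total counts also moved the median log2 ratio of all genes to 0.25 at day 1, 1.21 at day 3 and 0.39 at day 7, against 0.011, 0.16 and -0.00023 with TMM, which shows a part of the cause. With only the groups compared in the model, 47 genes passed at day 1 (41 higher, 6 lower), 6 at day 3 (0 higher, 6 lower), 1765 at day 7 (1308 higher, 457 lower) and 9 between days 7 and 3 (7 higher, 2 lower). Without a filter, 96 genes differed between days 7 and 3 (65 higher, 31 lower). For the other changes, the cause was not tested.

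With a replicate block, 4, 68 and 286 genes passed at days 1, 3 and 7, of which 4, 66 and 258 were shared. Same-numbered libraries were no more alike than others, with a mean correlation of -0.0040 over 18 pairs and 0.0018 over 36 other pairs. With RLE size factors, 5, 97 and 271 genes passed at the 3 days.

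Leaving out each library of the compared groups in turn gave from 0 to 2 genes at day 1 (from 822 to 1479 at an unadjusted p under 0.05), from 34 to 226 at day 3, from 11 to 135 at day 7, from 4 to 3146 between days 7 and 3, and from 180 to 2572 in the test of any difference. A library outside the comparison also counted. All 12 share one estimate of the spread, and whether this is the cause was not tested. Without day 3 replicate 3, 109 genes passed at day 1 and 1293 at day 7. The counts therefore depend on single libraries.

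With total counts only, the log2 ratio of Notch2 at day 3 was 2.30, that of Dll1 at day 3 was 2.28, that of Wnt5b at day 7 was 2.46 and that of Notch2 at day 7 was 2.15, all past the threshold. Notch2 at day 7 also passed with DESeq2 (1.67), limma-voom (1.75) and only the groups compared (1.66), and Wnt5b at day 7 with only the groups compared (1.89). Dll1 at day 7 passed in all 8 alternatives that kept all libraries of the groups compared, and with a library left out its log2 ratio ranged from 2.51 to 2.90. Total counts moved the median log2 ratio of all genes to 1.21 at day 3 and 0.39 at day 7, which shows a part of the cause for that setting. For the other settings, the cause was not tested.

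Some directions changed. The mean of the epithelial set became 0.0014 at day 1 and 1.13 at day 3 with total counts only, and 0.0083 at day 3 without a filter, and with a library left out it ranged from -0.39 to 0.13 at day 3. Cdh2 at day 1 became 0.054 with limma-voom and 0.099 with total counts only, and ranged from -0.29 to 0.17 with a library left out. Tgfb1 at day 7 became 0.26 with total counts only, and ranged from -0.36 to 0.072. Fgfbp1 at day 7 ranged from -0.45 to 1.31. Total counts moved the median log2 ratio of all genes to 0.25 at day 1, 1.21 at day 3 and 0.39 at day 7. This shows a part of the cause for that setting, and its reversals are not specific to these genes. For the other settings, the cause was not tested.

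As total CPM of the list, MC markers rose by 0.98 at day 1 and 3.35 at day 7. With CPM on total counts, rod markers changed by -1.69 at day 3, and G2/M genes by 1.22 at day 3 and -0.24 at day 7. The rank of Wnt5b ranged from 532 to 1608 with a library left out. For CPM on total counts, the shift of the median log2 ratio of all genes given above shows a part of the cause. For the other changes, the cause was not tested. Among the named genes outside the 12 pairs that the paper prints, the alternatives changed 24 values, of which 19 became stronger, 2 weaker and 3 reversed. Leaving out libraries changed 55 values, of which 49 became weaker, 1 stronger and 5 reversed. All of these reversed values were those of Cdh2 at day 1 and Tgfb1 at day 7 given above.

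A median of 3.58 Mio counted reads per library limits genes with few reads, such as Crb3 with at most 4 reads in an uninjured library.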

Differences from the paper's values

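The paper states around 20 Mio reads per library as sequenced, and the median library here had 3.58 Mio reads counted on genes. The settings varied here concern the test and not the depth, so that none of the alternatives set before the data were examined applies.

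The paper presents Fgfbp1, Ocln, Nudt13, Tspan13, Crb3, Wnt5b, Notch2, Dtx1 and Snw1 as upregulated at day 7, and Notch2 and Dll1 at day 3. Here none of these 11 pairs of a gene and a day passed the threshold, while Dll1 passed at day 7. Notch2 at day 7 passed with DESeq2, limma-voom, total counts only and only the groups compared. Notch2 and Dll1 at day 3 and Wnt5b at day 7 passed with total counts only, and Wnt5b at day 7 also passed with only the groups compared. The other 7 pairs passed with none of the alternatives set before the data were examined. The log2 ratios themselves lay within 0.17 of the paper's in all 12 pairs for which it prints one. In the simulated data the edgeR test found 69 of 200 changed genes, so that a pair that did not pass is no evidence against a change.

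The paper lists Wnt5b among the top genes at day 7, from its pathway analysis, and its text does not give the genes ranked there. Here it ranked 832 by log2 ratio and 1870 by p among all 10423 tested genes with a positive ratio. These ranks may be over another set of genes and do not contradict the paper's list. The log2 ratio of Wnt5b was larger at day 3 (2.49) than at day 7 (1.97), a difference of -0.52 that did not pass the threshold (adjusted p = 0.742 from the edgeR quasi-likelihood test). The order rests on day 3 replicate 3, without which the day 3 value was 0.25, and with limma-voom it was 0.81.

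The paper places the maximum of Notch2 at day 7. Here day 7 was above day 3 by 0.35 (adjusted p = 0.719 from the edgeR quasi-likelihood test), and with total counts only the order was the other way, with 2.30 at day 3 and 2.15 at day 7. Total counts raised the median log2 ratio of all genes from 0.16 to 1.21 at day 3 and from -0.00023 to 0.39 at day 7. The other order is therefore not specific to Notch2 and is no evidence against the paper's order. The paper gives upregulation of Dtx1 for day 7, and here all 3 libraries lay above the uninjured ones at day 3 as well, with a log2 ratio of 0.71.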

Other observations

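The test of rod RNA in the cells sorted in G2/M was chosen only after the result was seen.

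The sort selected cells by DNA content, and in 10 of 12 libraries the median G2/M gene had fewer reads per kb than the 95th percentile of the receptor genes. Cells counted in G2/M by DNA content without a G2/M program, such as doublets, may account for this. The median rod gene lay above that percentile in 12 of 12 libraries, as doublets or ambient RNA would give, and the 2 cannot be told apart.

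Of the splits of the 6 libraries that part all same-numbered libraries, 1 of 4 gave as small a camera p as the real split for the epithelial set at day 1, 3 of 4 at day 3 and 3 of 4 at day 7. For the Notch set, 2 of 4 did so at day 1, 1 of 4 at day 3 and 2 of 4 at day 7, the real split included. So few splits cannot give a share under 0.05.

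Snw1 shares exons with Slirp, whose log2 ratio at day 7 was 0.68 against 0.97 for Snw1, with standard errors of 0.56 and 0.59. Of the 3104 exon bp of Slirp, 2914 lie in the overlap, so that the change in Snw1 cannot be told apart from reads shared with the overlapping gene Slirp. Of 15 values of Fgfbp1, Ocln, Nudt13, Tspan13 and Crb3 at day 7, 11 lay above the 95th percentile of the receptor genes, which speaks against background reads as the only source of these 11 levels. For Cdh1 at days 1 and 3 and Cdh2 at day 7, 8 of 9 values did so. After the receptor background was subtracted, the day 7 log2 ratio of Tspan13 was 0.24. It was 1.76 for Fgfbp1, 1.88 for Ocln, 2.40 for Nudt13 and 7.19 for Crb3, and none of these genes passed the threshold. The value of Crb3 is not a measured ratio, since its uninjured libraries, with at most 4 reads each, held no reads after the subtraction.

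For proteins that the paper stained, the RNA of the sorted cells changed as follows, with adjusted p from the edgeR quasi-likelihood test. Cdh1 (E-cadherin) had log2 ratios of 3.10 at day 1 (adjusted p = 0.263), 2.82 at day 3 (adjusted p = 0.0704) and 0.54 at day 7 (adjusted p = 0.666), with all 3 libraries above the uninjured ones at days 1 and 3. Of 8 alternatives, Cdh1 passed the threshold in 4 at day 1 (adjusted p from 0.000994 to 0.267) and in 3 at day 3 (adjusted p from 0.00217 to 0.319), and it also passed at day 3 without day 3 replicate 2. Cdh2 (N-cadherin) had a log2 ratio of -0.063 at day 1 and 1.90 at day 7 (adjusted p = 0.0845 at day 7, 3 of 3 libraries higher), where it passed in 4 of 8 alternatives (adjusted p from 0.00681 to 0.118). Gfap rose by 2.01 at day 1 (adjusted p = 0.438, 3 of 3 libraries higher). At day 7, Glul rose by 2.75 (adjusted p = 0.0301), Tgfb2 by 3.06 (adjusted p = 0.0211) and Pax6 by 2.52 (adjusted p = 0.0308), each in 3 of 3 libraries. Rlbp1 rose by 1.46 and Sox9 by 1.43 at day 7 (adjusted p = 0.194 and 0.196), and Tgfb1 changed by -0.081 (adjusted p = 0.957). The reads per kb of Tgfb1 lay below the receptor percentile in every library. Its reads cannot be told apart from background, so that its ratio does not show whether its RNA changed. Glul, Tgfb2 and Pax6 passed in 8 of 8 alternatives, but with a library left out in 0, 1 and 0 of 6 fits. After the receptor background was subtracted, their log2 ratios were 2.05, 2.66 and 2.11 (adjusted p = 0.113, 0.0807 and 0.0774 from edgeR). Gfap at day 1 passed in 2 of 8 alternatives, and Rlbp1 and Sox9 at day 7 in 3 and 2 of 8.

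As lists, gliosis markers rose by 2.29 at day 1, 0.77 at day 3 and 1.28 at day 7, with all libraries above the uninjured ones at each day (exact permutation test, p = 0.1). The 50 genes with the most reads held between 24.7% and 74.5% of the reads of a library, mitochondrial genes between 10.8% and 33.4%, and Gm10800 between 1.57% and 30.1%.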
